# Neuronal and glial DNA methylation and gene expression changes in early epileptogenesis

**DOI:** 10.1371/journal.pone.0226575

**Published:** 2019-12-30

**Authors:** Toni C. Berger, Magnus D. Vigeland, Hanne S. Hjorthaug, Lars Etholm, Cecilie G. Nome, Erik Taubøll, Kjell Heuser, Kaja K. Selmer

## Abstract

**Background and aims:**

Mesial Temporal Lobe Epilepsy is characterized by progressive changes of both neurons and glia, also referred to as epileptogenesis. No curative treatment options, apart from surgery, are available. DNA methylation (DNAm) is a potential upstream mechanism in epileptogenesis and may serve as a novel therapeutic target. To our knowledge, this is the first study to investigate epilepsy-related DNAm, gene expression (GE) and their relationship, in neurons and glia.

**Methods:**

We used the intracortical kainic acid injection model to elicit status epilepticus. At 24 hours post injection, hippocampi from eight kainic acid- (KA) and eight saline-injected (SH) mice were extracted and shock frozen. Separation into neurons and glial nuclei was performed by flow cytometry. Changes in DNAm and gene expression were measured with reduced representation bisulfite sequencing (RRBS) and mRNA-sequencing (mRNAseq). Statistical analyses were performed in R with the edgeR package.

**Results:**

We observed fulminant DNAm- and GE changes in both neurons and glia at 24 hours after initiation of status epilepticus. The vast majority of these changes were specific for either neurons or glia. At several epilepsy-related genes, like *HDAC11*, *SPP1*, *GAL*, *DRD1* and *SV2C*, significant differential methylation and differential gene expression coincided.

**Conclusion:**

We found neuron- and glia-specific changes in DNAm and gene expression in early epileptogenesis. We detected single genetic loci in several epilepsy-related genes, where DNAm and GE changes coincide, worth further investigation. Further, our results may serve as an information source for neuronal and glial alterations in both DNAm and GE in early epileptogenesis.

## Introduction

Epilepsy is defined as an inherent predisposition of the brain to recurrently generate epileptic seizures [1] and affects an estimated 65 million people world-wide [2]. Temporal lobe epilepsy (TLE) is the most common subtype amongst the focal epilepsies [3], with hippocampal sclerosis being detected in 70% of drug resistant TLE patients [4, 5]. The typical clinical course of the sub-entity, mesial temporal lobe epilepsy with hippocampal sclerosis (mTLE-HS), is characterized by an initial precipitating event (e.g. cerebral trauma, inflammation, prolonged febrile seizure), a seizure-free latency period and finally the onset of spontaneous and progressive seizures [6]. This metamorphosis into a brain prone to spontaneous recurrent seizures of progressive nature, also referred to as epileptogenesis [7, 8], is characterized by a plethora of cellular and molecular changes in both neurons and glia [5, 9–18].

One third of people with epilepsy respond inadequately to treatment with the primarily symptom-alleviating antiepileptic drugs of today [19], rendering the identification of potential upstream effectors of epileptogenesis and the development of disease modifying antiepileptic drugs a task of upmost importance [20, 21].

DNAm, in the context of this paper, the methylation of CpG nucleotides in the DNA [22], plays a primordial role in brain development, cell fate, tissue specific gene expression [22–25]. It has further been shown to be modified by neuronal activity [26]. Alterations of DNAm in epileptogenesis encompass upregulation of DNA–methyl–transferases, enzymes methylating the DNA base cytosine, in human TLE patients [27], genome wide changes in DNAm during epileptogenesis [28, 29], and a later onset of spontaneous seizures in murine epilepsy models under treatment with a DNA-methyl-transferase inhibitor [30].

With the dawn of new site- and cell specific epigenetic modulators like modified CRISPR, zinc finger proteins and transcription-activator-like-effectors [31–33], the identification of potential genomic sites for antiepileptogenic intervention is of utmost importance.

DNAm in neurons and glial cells is mostly cell specific [34, 35]. Sorting of brain tissue into specific cell types prior to downstream analysis has been applied in previous studies of gene expression [36–38] and DNA methylation [39–41]. This approach provides information about the cellular origin of observed effects on the epigenome and transcriptome level and an elevated detection sensitivity of more subtle changes in DNAm and GE.

Hypotheses for this study are i) that epileptogenesis affects DNAm and GE in a cell specific manner and ii) that differential methylation (DM) in neurons and glial cells correlates with differential gene expression (DGE). To our knowledge, this is the first study to investigate DNAm and GE changes as well as their possible association in neurons and glia separately, and the first one of its kind conducted in the widely used intracortical mouse model of mTLE [15].

## Methods

### Animals

Adult male C57/BL6N mice (Janvier lab) were acquired at an age of 8 weeks, acclimatized for 4 weeks in a controlled environment (21-23° C, 12h dark/light cycles), 1–4 animals per cage, with water and food available *ad libitum*. All animal procedures were approved by the Norwegian Food Safety Authority (national ethics committee, project number FOTS: 14198) and the Centre for Comparative Medicine, Oslo University Hospital and the University of Oslo.

### Intracortical kainic acid mouse model of mTLE

We used deep cortical (juxta hippocampal) kainic acid injection to elicit an initial status epilepticus. The animal model has been described in detail in a separate paper [15]. Briefly, mice injected with kainic acid typically (91%) develop chronic epilepsy in a stagewise manner. During the acute stage directly after kainic acid injection, animals undergo a status epilepticus lasting around 4 hours (4.4 +- 2.4 hrs). This stage is followed by a clinically silent latent phase that lasts around 5 days (5+-2.9 days). The first spontaneous seizure at the end of this stage also marks the start of the last, chronic, stage of epileptogenesis, characterized by spontaneous seizures of progressive nature. For kainic acid injections, mice were anesthetized with a mixture of medetomidine (0.3 mg/kg, i.p.) and ketamine (40 mg/kg, i.p.) and kept on a heating blanket. A small craniotomy was performed in a stereotactic frame above the right hippocampus. Then kainic acid (70 nl, 20 mM, Tocris) was injected by a Hamilton pipette (Hamilton Company, NV) at a depth of 1.7 mm at the following coordinates relative to Bregma: anteroposterior −2 mm, lateral +1.5 mm (right). Anesthesia was stopped with atipamezole (300 mg/kg, i.p.). All mice received buprenorphine (0.1mg/kg, s.c.) at 4 and 12 hours after the intervention. Animals in the KA group not displaying convulsive seizures were excluded from further analysis. SH animals underwent the same procedures as described for the KA group, apart from 0,9% NaCl used instead of kainic acid for the intracortical injection.

### Tissue collection and pooling

At 24 hours after status epilepticus, cervical dislocation was performed under anesthesia and right hippocampi were extracted. After extraction, each hemisphere was placed in a 2 mL polypropylene tube, instantly shock frozen in liquid nitrogen, and stored at -80°C. Right hippocampi were pooled in 2 mL tubes from 4 (KA n = 4, S n = 4) or 2 (KA n = 4, S n = 4) mice prior to further processing. The number of mice per group (KA, SH) amounted to 8 mice per group, the number of biological samples to 3 per group (KA, SH). Tissue was kept on dry ice during pooling. See also S1 Fig.

### Fluorescent Activated Nuclear Sorting (FANS)

A modified version of a nuclear sorting protocol by Jiang *et al*. [42] was used to sort into NeuN+ (refered to as neurons) and NeuN- (refered to as glia) nuclei. Immediately after pooling, hippocampi were placed on ice, and 1 mL homogenization buffer was added to each pool. Tissue was homogenized using a GentleMACS dissociator (Miltenyi), and homogenate filtered through a 70 μm filter. A NeuN-negative control sample from adult mouse liver was processed in parallel with the hippocampal samples. Debris was removed by density gradient centrifugation, using Debris Removal Solution (Miltenyi), and nuclear pellets were resuspended in 100 μL incubation buffer per one million nuclei. Anti-NeuN Alexa Fluor488 (Merck Millipore) was added to each sample to a final concentration of 0.1 μg/mL, and samples incubated for 1 h on ice in a light protected environment. Sorting of nuclei was performed on a FACSAria (BD Biosciences). Propidium iodide (PI) was added prior to sorting, and the following strategy was used for gating (S2 Fig): 1) A nuclear gate was defined by PI-positive events. 2) Aggregated nuclei were excluded in a dot plot using the pulse width of side scatter (SSC-w) versus the pulse area of forward scatter (FSC-a). 3) NeuN-negative gate was drawn based on signal from anti-NeuN stained liver sample. NeuN-positive and NeuN-negative hippocampi nuclei were sorted into tubes, and nuclei pelleted by centrifugation. Pellets were resuspended in lysis buffer for downstream DNA and RNA isolation. A full description of the FANS procedure is given in S1 Supporting Information.

### Isolation of DNA and total RNA from sorted nuclei

DNA was extracted from sorted nuclei with MasterPure Complete DNA and RNA Purification Kit (Epicentre), DNA purity was assessed on NanoDrop, and DNA concentration measured on Qubit (DNA HS assay). Further details are available in S1 Supporting Information. Lysates were thawed on ice and total RNA extracted with mirVana miRNA Isolation Kit (Ambion). Up-concentration was performed using RNA Clean & Concentrator-5 kit (Zymo Research). RNA concentration and integrity were assessed on Bioanalyzer with the RNA Pico Kit (Agilent Technologies). Further details are found in S1 Supporting Information.

### RRBS

A modified version of the gel-free protocol by Boyle *et al*. [43] was used for RRBS library preparation. The main changes to the protocol were inclusion of a two-sided size selection prior to bisulfite conversion, and sample pooling performed after completion of single libraries. A full description of the RRBS library prep and sequencing is given in S1 Supporting Information. Libraries were subjected to either 75 bp single read sequencing on NextSeq500 (Illumina), or 150 bp single read sequencing on HiSeq2500 (Illumina). For sequencing on NextSeq500, a pool of 14 libraries were run twice, with 50% PhiX spike-in at each run. On HiSeq2500, pools of 15 libraries were sequenced over two lanes, using 10% PhiX spike-in.

### High throughput mRNAseq

SMART-Seqv4 Ultra Low InputRNA Kit for Sequencing (Takara Bio) was used to amplify mRNA from total RNA, and the resulting cDNA was used as input in library preparation with ThruPlex DNAseq Kit (Rubicon Genomics). See S1 Supporting Information for details regarding cDNA synthesis and library preparation. Libraries were sequenced on NextSeq500 (75 bp single read), or HiSeq3000 (150 bp paired end). On NextSeq500, 12 libraries were pooled for one sequencing-run. The remaining 27 libraries were sequenced in one pool over three lanes on HiSeq3000.

### Computational methods

#### RRBS- and mRNAseq-post processing

Post-processing included trimming of reads using Trim Galore! v0.4.3 with parameters "—rrbs—illumina" and quality control with FastQC. Alignment to the reference mouse genome mm10 was performed with Bismark v0.20, powered by bowtie2. Quality metrics were collected from the resulting BAM files using the Picard tool CollectRrbsMetrics v2.18.15.

Alignment of the mRNAseq reads was accomplished with the Subread package through its R interface Rsubread, after trimming with Trim Galore! v0.4.3. Quality control of the resulting BAM files was undertaken with CollectRnaSeqMetrics from Picard v2.18.15. Uniquely mapped reads were assigned to genes and counted by the featureCounts function of Rsubread, using default parameters. As reference for the gene assignment we used release M16 of the comprehensive gene annotation of mm10 available from GENCODE. Only RNA aligning to mRNA regions was used for further analysis.

#### Annotation

The mouse genome build mm10 was used as reference in all analyses. Only autosomal data were analyzed. Coordinates of genes, exons and introns were taken from GENCODE's comprehensive annotation (www.gencodegenes.org/mouse/release_M16.html). The R package annotatr [44] was used to bioinformatically link CpG sites to the gene annotations.

Using predefined genomic features within annotatr [44], the promoter region for any gene was defined as the segment from -1kb upstream to the transcription start site and the upstream region from -5 kb to -1 kb, where negative numbers indicate positions upstream of transcription start site.

### Statistical methods

#### Analysis of DGE

The R package edgeR [45] was used to identify differentially expressed genes in the mRNAseq (mRNA) data set. The data from neuronal and glia cells were treated separately, contrasting KA versus SH samples in each case. Genes without official HGNC symbol were excluded from the analysis. Genes with low read counts were also removed, using the edgeR function filterByExpr with default parameters. After normalization to adjust for different library sizes (calcNormFactors) we followed a standard edgeR workflow to fit a quasi-likelihood negative binomial generalized log-linear model to the count data, and to perform the subsequent statistical analysis. A false discovery rate (FDR) approach was adopted to account for multiple testing, with a significance threshold of FDR 25%.

#### Analysis of DM

To identify loci exhibiting differential methylation between KA and SH samples, we adopted the edgeR workflow for RRBS data recently published by the edgeR authors [46]. Briefly, this approach entails treating the methylated and unmethylated counts at each locus as independent variables following a negative binomial distribution. As in the DGE analysis, DM analysis was carried out separately for neurons and glia cells, with an FDR of 25% as threshold for statistical significance. Before the analysis, filters were applied to all CpG sites where more than 10% of the samples had either very low coverage (< 8 reads) or excessively high coverage (> 99.5 quantile across all sites and samples). The DM analysis was performed both at the level of individual CpG sites, and in aggregated form within pre-defined genomic features: upstream, promoter, UTR5, exons, introns, gene body (i.e. the union of all exons and introns of a specific gene) and UTR3. For the aggregated analysis the input was the mean counts across all covered CpG's within the region.

#### Combined DM and DGE analysis

For each genomic feature (upstream, promoter, UTR5, exon, intron, gene body, UTR3), a combined analysis of DGE and DM was performed in order to unveil genes for which both methylation and gene expression differed significantly between the two groups. To reduce the statistical noise, the DGE analysis was reanalyzed for each genomic feature type, using only the relevant subset of the data. Specifically, for each genomic feature type, only the genes present in the aggregated DM data set were kept in the DGE analysis. Co-incidence of DGE and DM was declared for features surviving an FDR cutoff of 25% in both analyses.

#### Functional enrichment analysis

Enrichment analyses of Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed with the goana and kegga functions of edgeR, with the parameter species = "Mm". These functions conduct overlap tests for the up- and down-regulated DE genes, and for the genes overlapping DMRs.

### Quality control

#### Bisulfite conversion rate estimation

The conversion rate estimate computed by Picard/CollectRrbsMetrics is based on the conversion of non-CpG cytosines. As methylation of non-CpG cytosines is non-negligible in neuronal cells, this may bias the results. To account for this, we also performed an alternative estimate of the conversion rates directly from the untrimmed fastq files, by checking the methylation status specifically on the (unmethylated) cytosines added in the end-repair step of the RRBS preparation (private bash script). See S1 Supporting Information for further information of bisulfite conversion rate.

#### Multidimensional scaling

In order to validate our cell sorting procedures, and look for outliers among the samples, multidimensional scaling (MDS) plots were produced for the mRNAseq and RRBS data sets. The MDS computations were done by the plotMDS function of edgeR, selecting the top 100 most variable loci. The actual plots were created with ggplot2 [47].

#### Expression of neuronal and glial genes in NeuN+ and NeuN- fraction

Normalized counts for expression of neuronal (*RBFOX3*), glial (*ALDHL1L1*, *CX3CR1*, *MBP)*, *pericytal (PDGFRB) and endothelial (PECAM1*) genes were used to visualize enrichment of neurons in the NeuN+ fraction and glia in the NeuN- fraction.

### Selection of relevant GO and KEGG terms

Relevant (Tables 1 and 2) and epilepsy-relevant (Fig 2) GO and KEGG terms in neurons and glia were selected manually based on reviews on the subject [9] and personal knowledge. The list of GO and KEGG terms derived from our DGE analysis (for a full list see S1 Table) was manually filtered for specific terms and relevant up-/downregulated genes within these terms in neurons and glia selected for presentation.

**Table 1:** Differentially expressed genes in neurons at 24 hours post injection in the intracortical kainic acid model of mTLE.

Differentially expressed genes in neurons			
**Upregulated genes (N = 135)**			
**Gene symbol**	**logFC**	**FDR**	**Gene description**
Acan	3,94	0,000	aggrecan
Sdc1	3,60	0,001	syndecan 1
Inhba	4,12	0,001	inhibin beta-A
Socs3	4,21	0,001	suppressor of cytokine signaling 3
Timp1	5,38	0,007	tissue inhibitor of metalloproteinase 1
Megf11	2,25	0,011	multiple EGF-like-domains 11
Nptx2	3,61	0,011	neuronal pentraxin 2
Hspa1a	5,46	0,011	heat shock protein 1A
Fgl2	3,07	0,011	fibrinogen-like protein 2
Col27a1	3,22	0,012	collagen, type XXVII, alpha 1
Mapk4	2,28	0,012	mitogen-activated protein kinase 4
Cd1d1	2,94	0,018	CD1d1 antigen
Sik1	2,31	0,019	salt inducible kinase 1
Hspa1b	4,82	0,019	heat shock protein 1B
Tnc	2,08	0,019	tenascin C
Ptgs2	3,11	0,019	prostaglandin-endoperoxide synthase 2
Gipr	3,72	0,019	gastric inhibitory polypeptide receptor
Trib1	2,46	0,019	tribbles pseudokinase 1
Tpbg	2,10	0,019	trophoblast glycoprotein
Lhfp	1,71	0,019	lipoma HMGIC fusion partner
Fosb	3,32	0,019	FBJ osteosarcoma oncogene B
Arc	2,40	0,020	activity regulated cytoskeletal-associated protein
Fosl2	2,26	0,020	fos-like antigen 2
Gadd45g	2,54	0,027	growth arrest and DNA-damage-inducible 45 gamma
Pcdh11x	2,26	0,027	protocadherin 11 X-linked
Pmepa1	2,30	0,027	prostate transmembrane protein, androgen induced 1
Stk40	2,03	0,027	serine/threonine kinase 40
Pde6b	2,91	0,027	phosphodiesterase 6B, cGMP, rod receptor, beta polypeptide
Wisp1	2,09	0,027	WNT1-inducible-signaling pathway protein 1
9330188P03Rik	3,35	0,027	RIKEN cDNA 9330188P03 gene
Pappa	2,89	0,027	pregnancy-associated plasma protein A
Hspb1	4,00	0,027	heat shock protein 1
Atf3	4,52	0,029	activating transcription factor 3
Tll1	3,71	0,029	tolloid-like
Sulf1	1,57	0,031	sulfatase 1
Lbh	3,01	0,034	limb-bud and heart
Nedd9	1,51	0,035	neural precursor cell expressed, developmentally down-regulated gene 9
Parp3	2,93	0,035	poly (ADP-ribose) polymerase family, member 3
Rrad	4,89	0,035	Ras-related associated with diabetes
Trh	6,22	0,035	thyrotropin releasing hormone
4931440P22Rik	1,70	0,037	RIKEN cDNA 4931440P22 gene
Cyr61	2,90	0,037	Cysteine-rich angiogenic inducer 61
Fos	2,89	0,037	FBJ osteosarcoma oncogene
Cgref1	2,08	0,037	cell growth regulator with EF hand domain 1
Angptl4	2,49	0,037	angiopoietin-like 4
Srxn1	2,09	0,037	sulfiredoxin 1 homolog (S. cerevisiae)
Vim	2,84	0,039	vimentin
Vgf	2,37	0,041	VGF nerve growth factor inducible
Plpp4	2,33	0,043	phospholipid phosphatase 4
Clcf1	3,01	0,045	cardiotrophin-like cytokine factor 1
Zbtb46	1,58	0,048	zinc finger and BTB domain containing 46
Egr2	2,18	0,052	early growth response 2
Bach1	1,72	0,052	BTB and CNC homology 1, basic leucine zipper transcription factor 1
Samd4	1,90	0,052	sterile alpha motif domain containing 4
Rgs4	2,24	0,053	regulator of G-protein signaling 4
Cdkn1a	2,86	0,053	cyclin-dependent kinase inhibitor 1A (P21)
Adra1a	1,92	0,054	adrenergic receptor, alpha 1a
Csrnp1	2,36	0,054	cysteine-serine-rich nuclear protein 1
Gal	3,64	0,054	galanin and GMAP prepropeptide
Npas4	3,24	0,055	neuronal PAS domain protein 4
Sbno2	2,21	0,055	strawberry notch 2
Fndc9	3,19	0,061	fibronectin type III domain containing 9
Syndig1l	1,94	0,063	synapse differentiation inducing 1 like
Gpr3	1,97	0,075	G-protein coupled receptor 3
Fam129b	1,40	0,075	family with sequence similarity 129, member B
Sv2c	2,56	0,075	synaptic vesicle glycoprotein 2c
Adam19	1,62	0,081	a disintegrin and metallopeptidase domain 19 (meltrin beta)
Pim1	2,43	0,083	proviral integration site 1
Bag3	1,81	0,083	BCL2-associated athanogene 3
Sphk1	2,57	0,086	sphingosine kinase 1
Mapkapk3	1,97	0,086	mitogen-activated protein kinase-activated protein kinase 3
Zfp36	2,50	0,086	zinc finger protein 36
Cdh4	1,45	0,087	cadherin 4
Kdm6b	1,57	0,090	KDM1 lysine (K)-specific demethylase 6B
Emp1	2,49	0,091	epithelial membrane protein 1
Spp1	3,14	0,091	secreted phosphoprotein 1
Sorcs3	2,28	0,094	sortilin-related VPS10 domain containing receptor 3
Cd1d2	3,29	0,097	CD1d2 antigen
Prex1	2,06	0,101	phosphatidylinositol-3,4,5-trisphosphate-dependent Rac exchange factor 1
Pros1	2,10	0,101	protein S (alpha)
Uck2	1,35	0,101	uridine-cytidine kinase 2
Plce1	1,40	0,101	phospholipase C, epsilon 1
Tgfb1i1	1,66	0,101	transforming growth factor beta 1 induced transcript 1
Crispld2	2,18	0,117	cysteine-rich secretory protein LCCL domain containing 2
Frrs1	1,87	0,117	ferric-chelate reductase 1
Blnk	2,81	0,118	B cell linker
1700071M16Rik	1,68	0,119	RIKEN cDNA 1700071M16 gene
Rgs20	1,74	0,119	regulator of G-protein signaling 20
Ier2	2,17	0,120	immediate early response 2
Itprip	1,88	0,130	inositol 1,4,5-triphosphate receptor interacting protein
Smad7	1,83	0,130	SMAD family member 7
Svil	1,52	0,130	supervillin
Serinc2	1,79	0,136	serine incorporator 2
Cemip2	1,44	0,154	cell migration inducing hyaluronidase 2
Mir132	3,39	0,154	microRNA 132
Pear1	3,01	0,164	platelet endothelial aggregation receptor 1
Zdhhc22	1,85	0,167	zinc finger, DHHC-type containing 22
Medag	2,23	0,167	mesenteric estrogen dependent adipogenesis
Amotl1	1,71	0,175	angiomotin-like 1
Serpina3i	2,75	0,178	serine (or cysteine) peptidase inhibitor, clade A, member 3I
Ptgs1	2,01	0,178	prostaglandin-endoperoxide synthase 1
Ifit1	2,33	0,178	interferon-induced protein with tetratricopeptide repeats 1
Kcnip3	1,67	0,178	Kv channel interacting protein 3, calsenilin
Odc1	1,57	0,178	ornithine decarboxylase, structural 1
Igsf9b	2,27	0,178	immunoglobulin superfamily, member 9B
Homer1	1,49	0,179	homer scaffolding protein 1
Spred1	1,62	0,184	sprouty protein with EVH-1 domain 1, related sequence
Samd11	2,19	0,186	sterile alpha motif domain containing 11
Cdk18	1,98	0,186	cyclin-dependent kinase 18
Scd4	2,01	0,191	stearoyl-coenzyme A desaturase 4
Dgat2l6	3,15	0,191	diacylglycerol O-acyltransferase 2-like 6
Dusp4	1,88	0,191	dual specificity phosphatase 4
Anxa2	2,12	0,191	annexin A2
Serpina3n	1,85	0,191	serine (or cysteine) peptidase inhibitor, clade A, member 3N
Tspan9	1,68	0,191	tetraspanin 9
Eva1b	2,00	0,191	eva-1 homolog B (C. elegans)
Btc	2,40	0,191	betacellulin, epidermal growth factor family member
Acvr1c	1,91	0,193	activin A receptor, type IC
Rara	1,54	0,194	retinoic acid receptor, alpha
St8sia2	2,11	0,195	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 2
Tm4sf1	2,49	0,195	transmembrane 4 superfamily member 1
Cdh22	1,77	0,195	cadherin 22
Gfra1	1,50	0,202	glial cell line derived neurotrophic factor family receptor alpha 1
Itga5	2,11	0,205	integrin alpha 5 (fibronectin receptor alpha)
C2cd4b	2,11	0,206	C2 calcium-dependent domain containing 4B
Rasa4	1,84	0,220	RAS p21 protein activator 4
Mapk6	1,51	0,223	mitogen-activated protein kinase 6
Egr4	1,91	0,227	early growth response 4
Itpkc	1,84	0,227	inositol 1,4,5-trisphosphate 3-kinase C
Ptx3	2,72	0,235	pentraxin related gene
Tnfrsf12a	1,87	0,235	tumor necrosis factor receptor superfamily, member 12a
Drd1	1,82	0,246	dopamine receptor D1
**Downregulated genes (N = 15)**			
**Gene symbol**	**logFC**	**FDR**	**Gene description**
Cxcl12	-1,96	0,027	chemokine (C-X-C motif) ligand 12
Ogn	-2,71	0,029	osteoglycin
Plk5	-2,79	0,040	polo like kinase 5
Cys1	-1,85	0,041	cystin 1
Capn3	-2,14	0,052	calpain 3
Echdc2	-1,77	0,079	enoyl Coenzyme A hydratase domain containing 2
Cyp7b1	-2,28	0,097	cytochrome P450, family 7, subfamily b, polypeptide 1
Gm12216	-1,65	0,101	predicted gene 12216
Gstm6	-1,57	0,161	glutathione S-transferase, mu 6
Cd34	-1,63	0,167	CD34 antigen
Stxbp6	-1,51	0,186	syntaxin binding protein 6 (amisyn)
Crlf1	-1,97	0,194	cytokine receptor-like factor 1
Macrod1	-1,52	0,195	MACRO domain containing 1
Gm35339	-1,43	0,195	predicted gene, 35339
6330420H09Rik	-2,15	0,216	RIKEN cDNA 6330420H09 gene

Differentially expressed genes in neurons (FDR < 0.25); logFC = log fold change; FDR = false discovery rate.

**Table 2:** Differentially expressed genes in glia at 24 hours post injection in the intracortical kainic acid model of mTLE.

Differentially expressed genes in glia			
**Upregulated genes (N = 147)**			
**Gene symbol**	**logFC**	**FDR**	**Gene description**
Serpina3n	4,23	0,001	serine (or cysteine) peptidase inhibitor, clade A, member 3N
Thbd	2,93	0,001	thrombomodulin
Ch25h	5,14	0,001	cholesterol 25-hydroxylase
Lilr4b	4,88	0,002	leukocyte immunoglobulin-like receptor, subfamily B, member 4B
Gm3448	3,23	0,003	predicted gene 3448
Ucn2	8,54	0,003	urocortin 2
Ccl2	3,45	0,003	chemokine (C-C motif) ligand 2
Socs3	3,66	0,004	suppressor of cytokine signaling 3
Ier5l	2,55	0,005	immediate early response 5-like
Calca	4,68	0,005	calcitonin/calcitonin-related polypeptide, alpha
Sphk1	3,89	0,005	sphingosine kinase 1
Ecm1	2,40	0,005	extracellular matrix protein 1
Emp1	3,67	0,005	epithelial membrane protein 1
Ahnak2	3,87	0,005	AHNAK nucleoprotein 2
Spp1	4,71	0,005	secreted phosphoprotein 1
S1pr3	3,16	0,005	sphingosine-1-phosphate receptor 3
Fn1	2,64	0,007	fibronectin 1
Fgl2	2,97	0,008	fibrinogen-like protein 2
Timp1	4,60	0,008	tissue inhibitor of metalloproteinase 1
Tm4sf1	4,06	0,008	transmembrane 4 superfamily member 1
Rasgef1c	3,04	0,009	RasGEF domain family, member 1C
Ifit3	2,69	0,010	interferon-induced protein with tetratricopeptide repeats 3
Vgf	2,83	0,010	VGF nerve growth factor inducible
Il11	3,79	0,012	interleukin 11
Itga5	3,16	0,014	integrin alpha 5 (fibronectin receptor alpha)
Iigp1	3,09	0,015	interferon inducible GTPase 1
Hmga1b	2,26	0,015	high mobility group AT-hook 1B
Gadd45g	2,59	0,015	growth arrest and DNA-damage-inducible 45 gamma
Tnc	2,01	0,015	tenascin C
Cd44	3,16	0,015	CD44 antigen
Gpr151	3,26	0,017	G protein-coupled receptor 151
Ier3	2,44	0,020	immediate early response 3
Tnfrsf12a	2,69	0,020	tumor necrosis factor receptor superfamily, member 12a
Sv2c	3,05	0,021	synaptic vesicle glycoprotein 2c
Rasl11a	1,99	0,021	RAS-like, family 11, member A
Klk9	3,23	0,021	kallikrein related-peptidase 9
Btc	3,29	0,024	betacellulin, epidermal growth factor family member
Cebpd	1,95	0,025	CCAAT/enhancer binding protein (C/EBP), delta
Nptx2	2,91	0,025	neuronal pentraxin 2
Adam8	3,04	0,025	a disintegrin and metallopeptidase domain 8
Slc39a14	2,07	0,025	solute carrier family 39 (zinc transporter), member 14
Inhba	2,61	0,025	inhibin beta-A
Cdh22	2,38	0,025	cadherin 22
Fos	2,95	0,026	FBJ osteosarcoma oncogene
Rhoj	3,00	0,027	ras homolog family member J
Lilrb4a	4,02	0,027	leukocyte immunoglobulin-like receptor, subfamily B, member 4A
Cd300lf	3,60	0,028	CD300 molecule like family member F
Gadd45b	3,35	0,030	growth arrest and DNA-damage-inducible 45 beta
Cacng5	2,10	0,030	calcium channel, voltage-dependent, gamma subunit 5
Ifi204	4,09	0,032	interferon activated gene 204
Dab2	2,15	0,036	disabled 2, mitogen-responsive phosphoprotein
Myc	2,30	0,036	myelocytomatosis oncogene
Ifi207	3,11	0,043	interferon activated gene 207
Parp3	2,74	0,044	poly (ADP-ribose) polymerase family, member 3
Hspb1	3,54	0,046	heat shock protein 1
Trib1	2,04	0,047	tribbles pseudokinase 1
Rasip1	2,30	0,049	Ras interacting protein 1
Egr2	2,12	0,058	early growth response 2
Lpl	1,88	0,058	lipoprotein lipase
Tubb6	2,19	0,058	tubulin, beta 6 class V
Tpbg	1,72	0,058	trophoblast glycoprotein
Msr1	3,41	0,058	macrophage scavenger receptor 1
Sbno2	2,17	0,058	strawberry notch 2
Gcnt2	2,42	0,061	glucosaminyl (N-acetyl) transferase 2, I-branching enzyme
Fosb	2,69	0,061	FBJ osteosarcoma oncogene B
Serpine1	3,97	0,064	serine (or cysteine) peptidase inhibitor, clade E, member 1
Oasl2	2,47	0,064	2'-5' oligoadenylate synthetase-like 2
Srxn1	1,89	0,065	sulfiredoxin 1 homolog (S. cerevisiae)
Ptgs2	2,43	0,066	prostaglandin-endoperoxide synthase 2
Slc10a6	3,88	0,070	solute carrier family 10 (sodium/bile acid cotransporter family), member 6
Ahnak	1,95	0,072	AHNAK nucleoprotein (desmoyokin)
Nedd9	1,33	0,073	neural precursor cell expressed, developmentally down-regulated gene 9
Rai14	1,61	0,074	retinoic acid induced 14
Layn	1,95	0,075	layilin
Col16a1	2,51	0,076	collagen, type XVI, alpha 1
Atp10a	2,07	0,078	ATPase, class V, type 10A
Fstl4	1,87	0,078	follistatin-like 4
Wwtr1	1,58	0,080	WW domain containing transcription regulator 1
Gal	3,44	0,081	galanin and GMAP prepropeptide
Mx1	3,40	0,081	MX dynamin-like GTPase 1
Hmga1	2,18	0,091	high mobility group AT-hook 1
Irgm1	1,56	0,091	immunity-related GTPase family M member 1
Odc1	1,69	0,092	ornithine decarboxylase, structural 1
Gldn	3,04	0,093	gliomedin
Egr1	2,33	0,094	early growth response 1
Cchcr1	1,58	0,094	coiled-coil alpha-helical rod protein 1
Junb	2,29	0,102	jun B proto-oncogene
Slc5a3	1,82	0,102	solute carrier family 5 (inositol transporters), member 3
Socs2	1,76	0,102	suppressor of cytokine signaling 2
Il4ra	1,81	0,102	interleukin 4 receptor, alpha
Irf7	2,39	0,104	interferon regulatory factor 7
Nlrc5	2,21	0,104	NLR family, CARD domain containing 5
Ptx3	2,99	0,105	pentraxin related gene
Fgf18	2,32	0,107	fibroblast growth factor 18
Ifit3b	2,41	0,111	interferon-induced protein with tetratricopeptide repeats 3B
Strip2	1,74	0,115	striatin interacting protein 2
Has2	3,19	0,116	hyaluronan synthase 2
Mir212	4,52	0,117	microRNA 212
Flnc	3,71	0,118	filamin C, gamma
Map3k6	2,39	0,124	mitogen-activated protein kinase kinase kinase 6
Timeless	1,39	0,124	timeless circadian clock 1
Itga7	1,38	0,132	integrin alpha 7
Bcl3	3,83	0,134	B cell leukemia/lymphoma 3
Snhg15	1,56	0,134	small nucleolar RNA host gene 15
Ccl12	2,59	0,142	chemokine (C-C motif) ligand 12
Mamstr	2,09	0,142	MEF2 activating motif and SAP domain containing transcriptional regulator
Clcf1	2,36	0,142	cardiotrophin-like cytokine factor 1
Bdnf	1,81	0,142	brain derived neurotrophic factor
Ier2	2,03	0,142	immediate early response 2
Rnf138rt1	5,32	0,149	ring finger protein 138, retrogene 1
Fosl2	1,59	0,152	fos-like antigen 2
Slfn10-ps	2,78	0,160	schlafen 10, pseudogene
Amotl1	1,65	0,164	angiomotin-like 1
Mir132	3,30	0,174	microRNA 132
Serpina3i	2,64	0,174	serine (or cysteine) peptidase inhibitor, clade A, member 3I
Hmox1	1,87	0,174	heme oxygenase 1
Lrtm2	1,62	0,175	leucine-rich repeats and transmembrane domains 2
Spred3	1,72	0,175	sprouty-related EVH1 domain containing 3
Vmn1r15	6,73	0,175	vomeronasal 1 receptor 15
Rtp4	1,91	0,177	receptor transporter protein 4
Rnf125	2,28	0,177	ring finger protein 125
Slfn2	2,93	0,182	schlafen 2
Mchr1	1,73	0,185	melanin-concentrating hormone receptor 1
Piezo2	1,68	0,185	piezo-type mechanosensitive ion channel component 2
Anxa2	2,01	0,185	annexin A2
Gpd1	1,68	0,190	glycerol-3-phosphate dehydrogenase 1 (soluble)
Cyr61	2,08	0,194	Cysteine-rich angiogenic inducer 61
Plaur	2,39	0,194	plasminogen activator, urokinase receptor
Kdm6b	1,32	0,201	KDM1 lysine (K)-specific demethylase 6B
Ifit1	2,11	0,201	interferon-induced protein with tetratricopeptide repeats 1
Itga2b	1,93	0,202	integrin alpha 2b
Fgfr4	2,25	0,202	fibroblast growth factor receptor 4
Bst2	2,06	0,202	bone marrow stromal cell antigen 2
Gm6225	2,35	0,207	predicted gene 6225
Cbln4	1,60	0,208	cerebellin 4 precursor protein
Serpina3m	2,79	0,216	serine (or cysteine) peptidase inhibitor, clade A, member 3M
Akap12	1,34	0,218	A kinase (PRKA) anchor protein (gravin) 12
Sdc1	1,59	0,219	syndecan 1
Ndst1	1,59	0,219	N-deacetylase/N-sulfotransferase (heparan glucosaminyl) 1
Npas4	2,45	0,221	neuronal PAS domain protein 4
Tspan4	1,89	0,226	tetraspanin 4
Klk6	2,76	0,226	kallikrein related-peptidase 6
Cxcl10	2,90	0,226	chemokine (C-X-C motif) ligand 10
Col7a1	1,75	0,227	collagen, type VII, alpha 1
Plce1	1,17	0,237	phospholipase C, epsilon 1
Peak1	1,41	0,238	pseudopodium-enriched atypical kinase 1
Itga1	1,36	0,245	integrin alpha 1
**Downregulated genes (N = 15)**			
**Gene symbol**	**logFC**	**FDR**	**Gene description**
Aifm3	-2,53	0,005	apoptosis-inducing factor, mitochondrion-associated 3
Sowaha	-2,14	0,005	sosondowah ankyrin repeat domain family member A
Gdpd2	-2,73	0,012	glycerophosphodiester phosphodiesterase domain containing 2
Btbd17	-2,36	0,015	BTB (POZ) domain containing 17
Slc2a5	-2,59	0,015	solute carrier family 2 (facilitated glucose transporter), member 5
Pcx	-2,11	0,016	pyruvate carboxylase
Hapln1	-2,63	0,025	hyaluronan and proteoglycan link protein 1
Shroom2	-2,28	0,026	shroom family member 2
Gpr12	-2,22	0,039	G-protein coupled receptor 12
Ccdc13	-1,80	0,046	coiled-coil domain containing 13
Fn3k	-2,03	0,049	fructosamine 3 kinase
P2ry12	-2,57	0,053	purinergic receptor P2Y, G-protein coupled 12
Cygb	-1,88	0,053	cytoglobin
Ankub1	-2,23	0,060	ankrin repeat and ubiquitin domain containing 1
Siglech	-2,16	0,061	sialic acid binding Ig-like lectin H
Itpka	-1,70	0,061	inositol 1,4,5-trisphosphate 3-kinase A
Traf4	-1,81	0,065	TNF receptor associated factor 4
Hpca	-1,84	0,074	hippocalcin
Ppp1r1b	-1,75	0,077	protein phosphatase 1, regulatory inhibitor subunit 1B
Nkain4	-2,55	0,077	Na+/K+ transporting ATPase interacting 4
Folh1	-2,24	0,077	folate hydrolase 1
Kctd4	-2,09	0,081	potassium channel tetramerisation domain containing 4
Gstm6	-1,67	0,083	glutathione S-transferase, mu 6
Shisa8	-2,21	0,091	shisa family member 8
2810468N07Rik	-2,22	0,092	RIKEN cDNA 2810468N07 gene
Abca9	-1,97	0,092	ATP-binding cassette, sub-family A (ABC1), member 9
Paqr7	-1,93	0,099	progestin and adipoQ receptor family member VII
Chn1	-1,71	0,099	chimerin 1
Ntsr2	-2,14	0,105	neurotensin receptor 2
Myh14	-1,76	0,105	myosin, heavy polypeptide 14
Nwd1	-1,82	0,108	NACHT and WD repeat domain containing 1
Fam234a	-1,77	0,109	family with sequence similarity 234, member A
Susd5	-1,88	0,116	sushi domain containing 5
Faah	-1,50	0,117	fatty acid amide hydrolase
Tppp3	-1,76	0,124	tubulin polymerization-promoting protein family member 3
Abca6	-1,46	0,124	ATP-binding cassette, sub-family A (ABC1), member 6
Gnai1	-1,90	0,134	guanine nucleotide binding protein (G protein), alpha inhibiting 1
Cfap100	-1,48	0,135	cilia and flagella associated protein 100
Grm3	-2,01	0,142	glutamate receptor, metabotropic 3
Phgdh	-1,66	0,149	3-phosphoglycerate dehydrogenase
Selplg	-2,14	0,152	selectin, platelet (p-selectin) ligand
Epn2	-1,61	0,171	epsin 2
2900052N01Rik	-2,06	0,174	RIKEN cDNA 2900052N01 gene
Rlbp1	-1,78	0,175	retinaldehyde binding protein 1
Pantr1	-1,72	0,175	POU domain, class 3, transcription factor 3 adjacent noncoding transcript 1
Nat8f4	-1,42	0,175	N-acetyltransferase 8 (GCN5-related) family member 4
Plk5	-2,14	0,175	polo like kinase 5
Nat8f1	-1,91	0,175	N-acetyltransferase 8 (GCN5-related) family member 1
1700066M21Rik	-1,65	0,175	RIKEN cDNA 1700066M21 gene
Adi1	-1,61	0,176	acireductone dioxygenase 1
Tmem191c	-1,45	0,177	transmembrane protein 191C
Gmnc	-2,55	0,177	geminin coiled-coil domain containing
Zfp763	-1,51	0,182	zinc finger protein 763
Slc25a18	-1,79	0,185	solute carrier family 25 (mitochondrial carrier), member 18
Hhip	-2,01	0,185	Hedgehog-interacting protein
Calb1	-1,51	0,185	calbindin 1
Chst5	-1,74	0,185	carbohydrate (N-acetylglucosamine 6-O) sulfotransferase 5
Trim59	-2,18	0,185	tripartite motif-containing 59
Gpr34	-2,22	0,185	G protein-coupled receptor 34
Olfml1	-2,24	0,185	olfactomedin-like 1
Mturn	-1,41	0,185	maturin, neural progenitor differentiation regulator homolog (Xenopus)
Gstm1	-1,80	0,185	glutathione S-transferase, mu 1
Enho	-1,63	0,185	energy homeostasis associated
Prodh	-1,86	0,185	proline dehydrogenase
Slc27a1	-1,71	0,185	solute carrier family 27 (fatty acid transporter), member 1
Pacsin3	-1,44	0,185	protein kinase C and casein kinase substrate in neurons 3
Htr1a	-1,95	0,185	5-hydroxytryptamine (serotonin) receptor 1A
Dll3	-1,72	0,187	delta like canonical Notch ligand 3
Map6d1	-1,60	0,187	MAP6 domain containing 1
Prrg1	-1,61	0,193	proline rich Gla (G-carboxyglutamic acid) 1
Carns1	-1,88	0,201	carnosine synthase 1
Tle2	-1,48	0,201	transducin-like enhancer of split 2
Macrod1	-1,45	0,202	MACRO domain containing 1
Nrgn	-1,51	0,204	neurogranin
Plin3	-2,18	0,207	perilipin 3
Grhpr	-1,38	0,208	glyoxylate reductase/hydroxypyruvate reductase
Sult1a1	-2,19	0,214	sulfotransferase family 1A, phenol-preferring, member 1
Pls1	-1,58	0,216	plastin 1 (I-isoform)
Lin7b	-1,69	0,216	lin-7 homolog B (C. elegans)
Armh4	-1,53	0,218	armadillo-like helical domain containing 4
Panx2	-1,33	0,226	pannexin 2
Appl2	-1,76	0,227	adaptor protein, phosphotyrosine interaction, PH domain and leucine zipper containing 2
Grhl1	-1,01	0,227	grainyhead like transcription factor 1
Tmem255b	-1,65	0,233	transmembrane protein 255B
Pigz	-1,71	0,243	phosphatidylinositol glycan anchor biosynthesis, class Z

Differentially expressed genes in glia (FDR < 0.25); logFC = log fold change; FDR = false discovery rate.

## Results

### Quality control

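For the mRNAseq data set, right hippocampi of 8 KA and 8 SH mice were combined into 3 pools per treatment, with 4 mice in replicate 1 and 2 mice in replicates 2 and 3. Nuclei of each pool were sorted into NeuN+ and NeuN- nuclei, so that each pool gave 1 library of neurons and 1 of glia, 12 libraries in all. Amplification started from about 1 ng RNA with 10 PCR cycles, apart from SH glia replicate 1 and KA glia replicate 2, for which about 0.05 ng and 15 cycles were used. The authors trimmed the reads, aligned them to mm10 with Rsubread and assigned uniquely mapped reads to genes with featureCounts under default parameters and GENCODE release M16. They deposited the resulting number of reads for each of 53379 genes and each library, without normalization. Default counting ignores the strand and leaves out reads that overlap exons of more than 1 gene. The total count per library ranged from 17786473 to 36959237 in SH neurons (median 24975176) and from 11232035 to 32429530 in KA neurons (median 30114850). It ranged from 11092113 to 40364768 in SH glia (median 16769278) and from 7769400 to 28721556 in KA glia (median 16946335). Depth is given in the paper in bases aligned; all values here rest on the counts. Which libraries were sequenced as 75 bp single reads and which as 150 bp paired reads is not named in the paper's text. The number of genes with at least 1 count was between 36165 and 42160 in the replicate 3 libraries and between 40660 and 47748 in the others. Expression is given as CPM after TMM normalization over the 12 libraries, as mean ± SD of the 3 pools of a group (n = 3) unless stated otherwise. Gene positions are those of GRCm38.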

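Distances between mRNAseq libraries were computed by plotMDS of edgeR as the root mean square logFC of the 100 genes that differed most between each pair of libraries. The mean distance was 5.90 (range 4.47 to 7.19) between a library of neurons and a library of glia, and 4.82 between libraries of the same cell type and treatment. The smallest distance between the cell types was 4.47 and the largest within a cell type 6.18. The first dimension held 30.5% of the variation and separated the 6 libraries of neurons, at 1.26 to 3.02, from the 6 libraries of glia, at -3.23 to -1.14. The second dimension held 17.8%, and the replicate 3 libraries lay at its low end. With a prior count of 0.5 in place of 2, the setting that brought the mean distances closest together, the ratio of the distance between cell types to that within groups fell from 1.23 to 1.05.

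**Figure D1:**
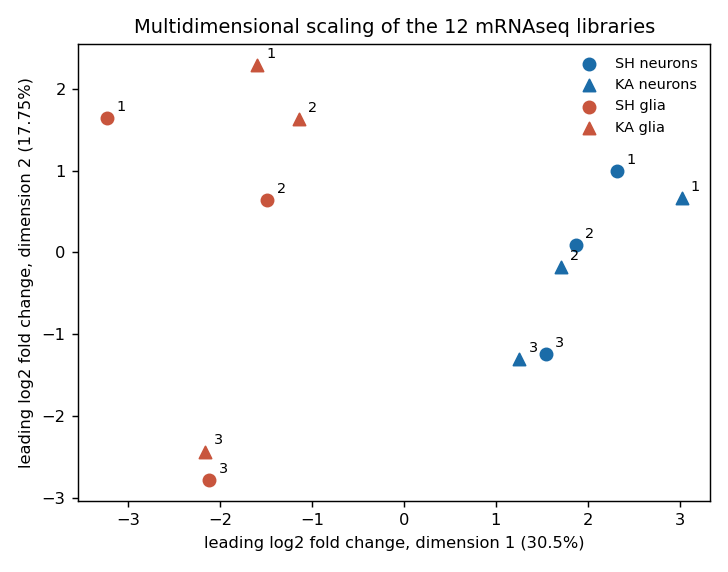
Multidimensional scaling of the 12 mRNAseq libraries, with the leading log2 fold change of dimension 1 on the x axis and of dimension 2 on the y axis. Each point is a library, coloured by cell type, shaped by treatment and numbered by replicate; neurons lie between 1.26 and 3.02 and glia between -3.23 and -1.14 on dimension 1.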

Bisulfite conversion rates were above 98% (S1 Supplementary Information and S3 Fig) and multidimensional scaling plots of mRNAseq and RRBS data sets distinguished clearly between neurons and glia (S4 Fig and S5 Fig). 

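Expression of the neuronal gene Rbfox3 (ENSMUSG00000025576, chromosome 11 from 118489762 to 118911597), which encodes NeuN, was 216 ± 45.6 CPM in NeuN+ and 38.3 ± 15.8 CPM in NeuN- libraries (SD, n = 6), a logFC of 2.51 (standard error 0.31, FDR 2.15e-05). For the astrocytic gene Aldh1l1 (ENSMUSG00000030088, chromosome 6 from 90486427 to 90600203) it was 7.90 ± 3.00 CPM in NeuN+ and 30.8 ± 5.42 CPM in NeuN- libraries (SD, n = 6), with a logFC of -1.98 and an FDR of 4.22e-05. The microglial gene Cx3cr1 (ENSMUSG00000052336, chromosome 9 from 119901616 to 120069879) had 6.48 ± 3.30 CPM in NeuN+ and 211 ± 97.9 CPM in NeuN- libraries (SD, n = 6; logFC -4.99, FDR 1.62e-06). The oligodendrocytic gene Mbp (ENSMUSG00000041607, chromosome 18 from 82475146 to 82585637) had 137 ± 88.9 CPM in NeuN+ and 2416 ± 1414 CPM in NeuN- libraries (SD, n = 6; logFC -4.03, FDR 1.76e-05). For each of these 4 genes and for Pdgfrb, all 6 pools differed in the same direction (exact two-sided sign-flip test, p = 0.03125, the smallest p that 6 pools allow). The FDR values come from the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment over 37598 genes. Of these, 4367 were higher in NeuN+ and 2597 higher in NeuN- libraries at an FDR below 0.05.

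**Figure D2:**
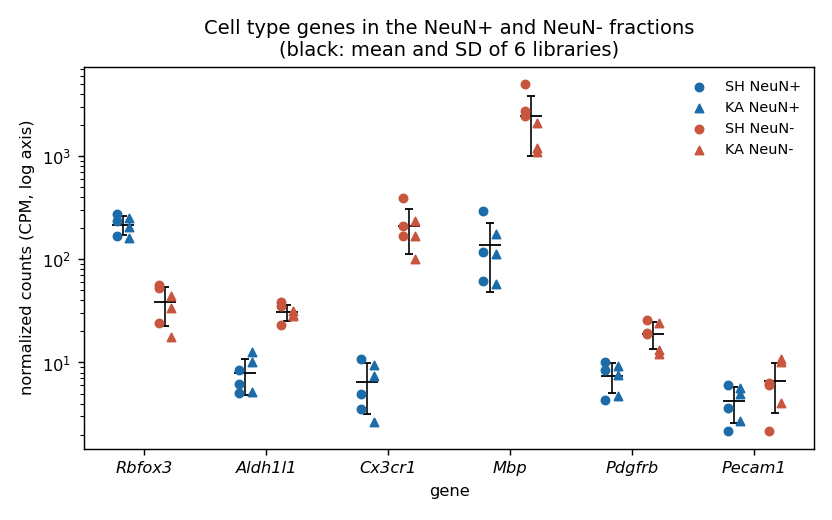
Normalized counts (CPM, log axis) of 6 cell type genes, with each point a library, neurons (NeuN+) on the left and glia (NeuN-) on the right of each gene, and the mean and SD of 6 libraries in black. Rbfox3 lies between 161 and 274 CPM in NeuN+ and between 17.7 and 56.9 CPM in NeuN- libraries.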

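The share of neuronal RNA in each NeuN- library was estimated from 15 neuronal genes, as the median of the CPM in that library over the mean CPM in the NeuN+ libraries of the same treatment. It was 15.6% ± 7.64 (SD, n = 3) in KA and 18.9% ± 8.69 (SD, n = 3) in SH, between 7.50% and 25.8% in single libraries (exact two-sided permutation test, p = 0.60). The share of astrocytic RNA in NeuN+ libraries, from 10 genes, was 24.2% ± 6.60 in KA and 17.9% ± 6.20 in SH (SD, n = 3; exact permutation test, p = 0.40). From 10 microglial genes, the share was 6.19% ± 2.64 in KA and 3.49% ± 1.21 in SH (SD, n = 3; exact permutation test, p = 0.30). From 8 oligodendrocytic genes, it was 3.81% ± 2.91 in KA and 2.93% ± 2.30 in SH (SD, n = 3; exact permutation test, p = 0.70). The smallest p that 3 pools against 3 allow is 0.10. This test does not use the replicate number. In the 3 pairs of KA and SH libraries with the same number, the astrocytic share was higher in KA each time. It was 18.6% against 11.5%, 22.6% against 18.4% and 31.5% against 23.8%, in the order of the replicates. For each of the other shares the pairs went in both directions, and 3 pairs cannot decide whether a share differs. Any expression of the list genes in the other fraction itself adds to the shares. Of the astrocytic genes, Slc4a4 and Ntsr2 did not differ between NeuN+ and NeuN- libraries (logFC 0.15 and -0.35, FDR 0.81 and 0.58). The other astrocytic genes were lower in NeuN+ libraries at an FDR below 0.05. The astrocytic share may therefore lie above the RNA carried over.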

The NeuN+ fraction enriched for neuronal and the NeuN- fraction for glial mRNA (S6 Fig), indicating a successful separation of neurons and glia.

### Differential methylation

A statistical analysis of Differentially Methylated CpGs (DM CpGs) compared right hippocampi of KA to SH mice at 24 hours post injection. After filtering, 928 430 CpG sites remained and were used in subsequent analyses. On average, across all CpG sites and all samples, each CpG was covered by 29.8 reads. In individual samples the mean read depth varied from 20.0 to 35.2 (median = 30.6, interquartile range = [27.4–32.7]).

#### Differentially methylated sites

The analysis of significantly altered DM CpGs revealed 1060 hyper- and 899 hypomethylated (ratio 1.2:1) CpG sites in neurons and 464 hyper- and 274- hypomethylated (ratio: 1.7:1) CpG sites in glia (Fig 1). Most of the DM CpGs localized to either gene bodies or intergenic regions (for full list see supplementary 2) and were distributed evenly across chromosomes (sex chromosomes excluded), apart from a possible higher ratio of hyper-/hypomethylated CpGs at chromosome 13 to 15 in glia. The ratio of hypermethylated to hypomethylated CpG sites was highest at upstream (1.3:1) and intergenic (1.2:1) regions for neurons and upstream (2.7:1) and promoter (2.0:1) for glia. For detailed information including GO and KEGG annotation of DM CpGs see S1 Table.

**Fig 1:**
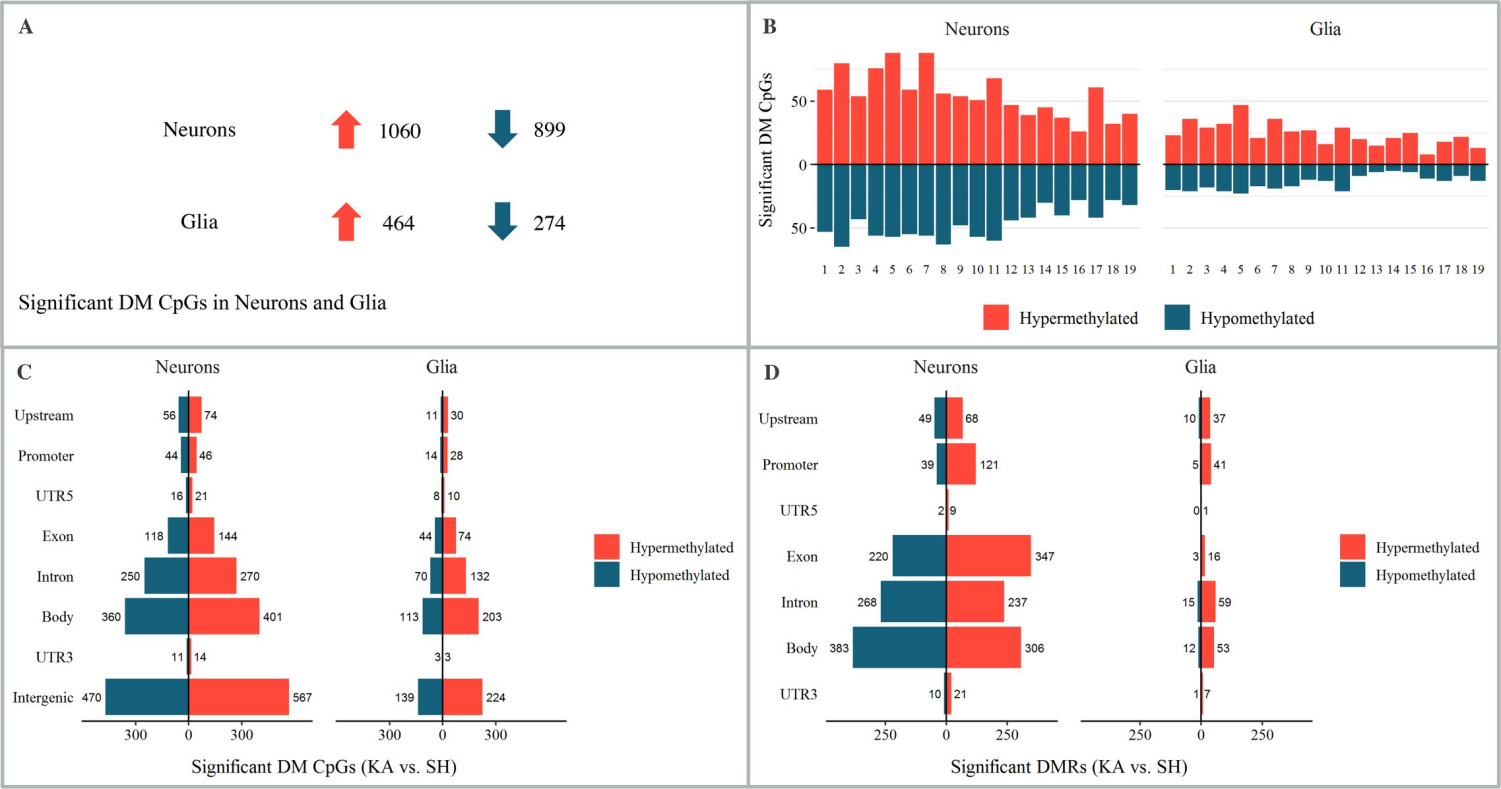
Differential DNA methylation at 24 hours post injection in the intracortical kainic acid model of mTLE. (A)–(C) Statistical analysis of differentially methylated CpGs (DM CpGs) of KA versus SH group, 24 hours post injection. (A) DM CpGs in neurons and glia; upward arrow indicates hypermethylation and downward arrow hypomethylation of DM CpGs. (B) Chromosomal distribution of DM CpGs. (C) Distribution of DM CpGs amongst genomic features. (D) Distribution of differentially methylated regions (DMR) amongst genomic features.

#### Differentially methylated CpG sites common to both neurons and glia

Neurons and glia shared four commonly hypermethylated (fraction: 0.3%) and zero commonly hypomethylated DM CpGs. One DM CpG was hypermethylated in neurons and hypomethylated in glia (fraction: 0.0%) and one DM CpGs hypomethylated in neurons and hypermethylated in glia (fraction: 0.0%). Three of the four commonly hypermethylated DM CpGs localized to gene bodies and one to an upstream region of the associated gene. The other two CpGs were associated with intergenic regions.

#### Differentially methylated regions

In order to obtain information about genomic features with significantly altered differential methylation, an aggregated analysis was conducted for each genomic feature (upstream, promoter, UTR5, exon, intron, gene body, UTR3) separately. Most DMR were found in gene bodies (e.g. exonic and intronic areas) and promoters in both neurons and glia. The greatest hyper-/hypomethylated regions ratio was found at 5’UTRs (ratio 4.5:1), gene bodies (ratio 3.7:1) and promoters (ratio 3.1:1) in neurons and at promoters (ratio 8.2:1), 3’UTRs (ratio 7.0:1) and exons (ratio 5.3:1) for glia. For a full list of significantly altered DMR and their annotated GO and KEGG terms see S1 Table.

### Differential gene expression

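Counts of the 12 libraries were fitted together by the quasi-likelihood negative binomial model of edgeR (glmQLFit with legacy=TRUE, glmQLFTest), with 1 mean per group of cell type and treatment. KA was contrasted with SH within neurons and within glia, and the difference between the 2 logFC values was tested as a contrast of its own. P values were adjusted by the Benjamini-Hochberg method over all genes tested (FDR), with the paper's threshold of 0.25. The common biological coefficient of variation was 0.674. In simulated counts with the same design and 200 changed genes, the model recovered 81% of them in neurons and 75% in glia, and 19.8% and 22.3% of its calls were unchanged genes. The simulated changes were large and set in genes above a minimum level. Libraries were drawn independently, so these rates may not hold for the real libraries. A fit with the replicate number as a block within each cell type stood beside the main fit, since KA and SH libraries with the same number deviated together.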

DGE analysis compared right hippocampi of KA to SH at 24 hours post injection. After filtering, 23369 genes were used for downstream analysis. 

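Of the 53379 genes in the deposited counts, 53274 had a gene symbol in GENCODE release M21. Of those, 37598 passed filterByExpr (at least 10 counts, scaled to the library size, in 3 libraries and at least 15 in total) and were tested, 20346 of them protein-coding. A minimum of 10 counts in every library moved this number most, to 18632 genes.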

After processing, alignment and filtering, the mRNASeq samples yielded on average 7.5 giga bases (Gb) data aligned to the mouse genome (median = 9.0 Gb; range = [2.4 Gb—13.0 Gb]). The fraction aligning specifically to mRNA regions varied from 16% to 41.2% (median = 28.5), resulting in an average of 2.2 Gb per sample informative for DGE analysis (median = 2.2 Gb; range = [0.4 Gb—4.3 Gb]). 

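At an FDR below 0.25, 105 genes were upregulated and 23 downregulated in neurons, and 166 upregulated and 115 downregulated in glia. In neurons 82.0% and in glia 59.1% of these genes were upregulated. The 3 KA libraries lay on one side of the 3 SH libraries for all 128 genes in neurons and for 279 of the 281 in glia. These genes were picked by the same libraries, so the 10% that chance gives for any gene is no measure for them; of all genes tested, 9.72% and 6.61% were separated in this way. With the replicate number as a block, 730 genes were upregulated and 417 downregulated in neurons, and 1305 and 1566 in glia. Leaving out SH neurons replicate 1 left 10 genes upregulated in neurons. Leaving out KA neurons replicate 3 left 0 downregulated in neurons, while 366 genes were lower in KA at an unadjusted p under 0.05 in that fit. In glia, 66 genes were upregulated without KA replicate 3 and 6 downregulated without KA replicate 2; without both low-input libraries, there were 40 and 1. At an FDR below 0.05, 17 genes were upregulated and 1 downregulated in neurons, and 51 and 11 in glia.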

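The largest increase in neurons among these genes was that of Trh (ENSMUSG00000005892, chromosome 6 from 92242061 to 92244650), which encodes thyrotropin releasing hormone, from 1.01 ± 0.846 to 71.1 ± 25.6 CPM (SD, n = 3), a logFC of 6.12 (standard error 0.85, FDR 0.0174). Hspa1a (ENSMUSG00000091971, chromosome 17 from 34969190 to 34972156) rose from 6.05 ± 1.48 to 322 ± 448 CPM with a logFC of 5.73 (standard error 1.02, FDR 0.0532), and Hspa1b (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238) from 19.2 ± 2.53 to 651 ± 840.1 CPM with a logFC of 5.09 (standard error 0.90, FDR 0.0527). These paralogs share 58.8% and 62.3% of their 50-base words, where a 50-base read has no unique position, and neither passed the threshold without SH neurons replicate 1 or 2. Without 1 library of neurons, the logFC ranged from 3.39 to 6.25 for Hspa1a and from 3.12 to 5.55 for Hspa1b. With the replicate block it was 4.58 and 4.16. Exons of Gm20481 on the opposite strand cover 19.0% of the exon bases of Hspa1a. The largest decreases were those of Plk5 (ENSMUSG00000035486, chromosome 10 from 80356459 to 80365489), with a logFC of -2.97 (standard error 0.48, FDR 0.0369), Ogn (ENSMUSG00000021390, chromosome 13 from 49608046 to 49624501), with -2.66 (standard error 0.57, FDR 0.133), and Cyp7b1 (ENSMUSG00000039519, chromosome 3 from 18071950 to 18243338), with -2.21 (standard error 0.42, FDR 0.0742). Ogn kept its call in 1 and Cyp7b1 in 2 of the 6 fits that each left out 1 library of neurons, and Plk5 lost its call without KA neurons replicate 3.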

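In glia, Ucn2 (ENSMUSG00000049699, chromosome 9 from 108986010 to 108987164) had 0, 2 and 0 counts in the SH libraries and 12.3 ± 6.83 CPM (SD, n = 3) in KA, at least 77.4-fold above the floor of 3 counts (FDR 0.0199); this floor covers counting error only. Gm42793 (ENSMUSG00000105954, chromosome 5 from 104435121 to 104436372), annotated as a transcript without experimental evidence, rose with a logFC of 5.89 (standard error 1.15, FDR 0.0542). It lies wholly within Spp1 on the same strand, and 24.7% of its exon bases lie in exons of Spp1. Default counting leaves out reads on those bases, and reads on the rest cannot be told from unspliced Spp1 RNA. Gm42793 lost its call without KA glia replicate 3. Among downregulated genes, Hes5 (ENSMUSG00000048001, chromosome 4 from 154960923 to 154962371) went from 42.3 ± 35.1 to 6.34 ± 5.45 CPM, with a logFC of -2.75 (standard error 0.73, FDR 0.240); it shares 31.8% of its exon bases with Gm20421 on the opposite strand and kept its call in 2 of 6 fits without 1 library. Hapln1 (ENSMUSG00000021613, chromosome 13 from 89539796 to 89611652) had a logFC of -2.74 (standard error 0.45, FDR 0.0284). Gdpd2 (ENSMUSG00000019359, chromosome X from 100729873 to 100738895) had a logFC of -2.68 (standard error 0.52, FDR 0.0542) and lost its call without SH glia replicate 3 or KA glia replicate 2. Exons of Gm14866 on the opposite strand cover 17.3% of the exon bases of Gdpd2.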

In neurons, 135 genes were up- and 15 downregulated (Table 1), while in glia 147 genes were up- and 85 downregulated (Table 2). A relevant selection of broader GO / KEGG terms is presented in Tables 3 (neurons) and 4 (glia). For neuronal and glial contribution to epileptogenesis in terms of number of differentially expressed genes as part of epilepsy-relevant GO / KEGG terms, see Fig 2. For a detailed list of up- and downregulated genes and associated GO / KEGG terms see S1 Table.

**Fig 2:**
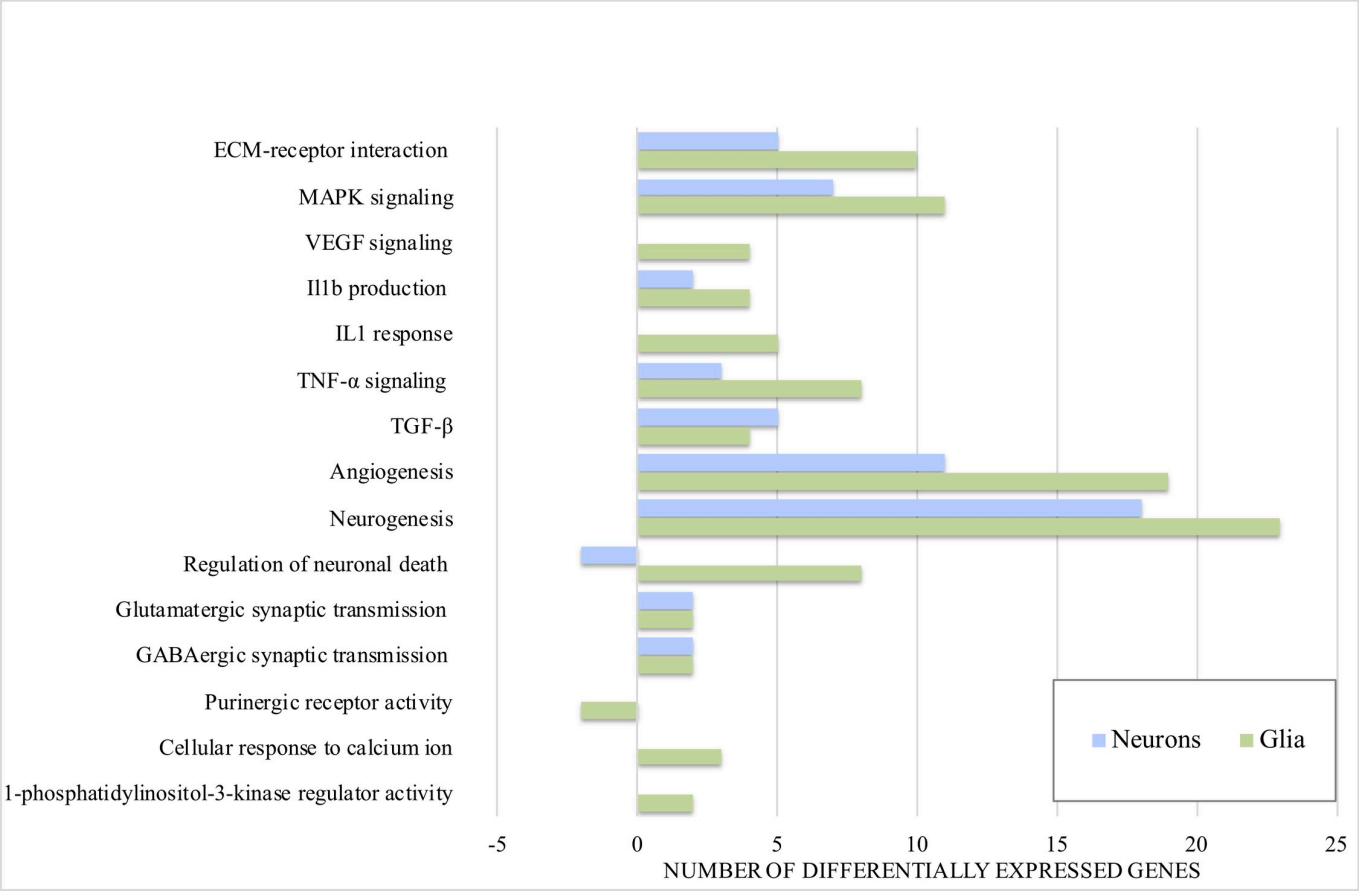
Number of up- and downregulated neuronal and glial genes within epilepsy-relevant functional annotation terms (GO / KEGG). Neuronal and glial contribution to epilepsy-relevant GO / KEGG pathways (p<0.05) amongst differentially expressed genes. Negative values indicate downregulated genes, positive values upregulated genes.

**Table 3:** Relevant GO and KEGG terms of up- and downregulated genes in neurons at 24 hours post injection in the intracortical kainic acid model of mTLE.

	Upregulated genes in neurons (N = 135)	Downregulated genes in neurons (N = 15)
GO*	• Cell differentiation	• Lymphocyte migration
	Signal transduction	• Leukocyte migration
	• Cell death	• Endothelial cell proliferation
	• Regulation of gene expression	• Regeneration
	• Cell-cell signaling	• Cellular response to DNA damage stimulus
	• Cell surface receptor signaling	• Growth factor activity
	• Cell growth	• Vesicle organization
KEGG*	• ECM-receptor interaction	
	• MAPK signaling	
	• IL17 signaling	
	• cAMP signaling	
	• TNF signaling	
	• VEGF signaling	
	• TGFbeta signaling	

Relevant GO and KEGG terms associated with significantly (FDR 0.25) upregulated genes

* = p<0.05.

**Table 4:** Relevant GO and KEGG terms of up- and downregulated genes in glia at 24 hours post injection in the intracortical kainic acid model of mTLE.

	Upregulated genes in glia (N = 147)	Downregulated genes in glia (N = 85)
GO*	• Regulation of IL1	• Purinergic nucleotide receptor activity
	• Response to IL1	• Regulation of ion transport
	• MAPK	• PLC activating G-protein receptor
	• Apoptotic process	• NAD binding
	• Lymphocyte chemotaxis	• Glutamate receptor signaling
	• Cytokine production	• Myelin sheath
	• Angiogenesis	• Mitochondrial part
KEGG*	• ECM-receptor interaction	• Glutathione metabolism
	• MAPK signaling	• Pyruvate metabolism
	• PI3K-Akt signaling pathway	• ABC transporters
	• Cytokine-cytokine receptor interaction	• cAMP signaling pathway
	• TNF signaling	• Glycine, serine and threonine metabolism
	• VEGF signaling	
	• JAK-stat signaling	

Relevant GO and KEGG terms associated with significantly (FDR 0.25) upregulated genes

* = p<0.05.

#### Genes up- or downregulated in both neurons and glia

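Genes past an FDR of 0.25 with a positive logFC in neurons as well as in glia numbered 40. Among them were Fos, Fosb, Fosl2, Npas4, Egr2, Ptgs2, Nptx2, Socs3, Timp1, Tnc, Serpina3n, Hspb1, Sdc1, Nedd9 and Inhba, apart from the genes taken up one by one in the Discussion. Nptx2 (ENSMUSG00000059991, chromosome 5 from 144545902 to 144557478) rose from 36.8 ± 2.66 to 449 ± 122 CPM in neurons, a logFC of 3.61 (standard error 0.59, FDR 0.0369), and from 8.35 ± 4.47 to 63.5 ± 53.1 CPM in glia, a logFC of 2.92 (standard error 0.57, FDR 0.0548). For 8 of the 40 genes the increase in glia was no larger than the mean share of neuronal RNA in KA NeuN- libraries allowed. For 8 the increase in neurons was no larger than the mean astrocytic share in KA NeuN+ libraries, 24.2%, allowed. The microglial and oligodendrocytic shares, 6.19% and 3.81%, are smaller and set lower limits. The astrocytic share may lie above the RNA carried over, which would put fewer genes within its limit. At the highest neuronal and astrocytic shares in a single KA library, 22.7% and 31.5%, the numbers of genes were 14 and 11. Nptx2 in glia was within the limit already at the mean neuronal share. With the replicate block, 270 genes were upregulated in both; without SH neurons replicate 1, there were 6.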

A total number of 45 genes were upregulated in both neurons and glia. GO terms of these included “positive regulation of transcription” and “cytokine mediated signaling” whilst KEGG terms contained “ECM receptor interaction”, “VEGF-signaling” and “TNF-signaling”. Three genes were downregulated in both neurons and glia.

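Here 4 genes had an FDR below 0.25 and a negative logFC in both cell types, at levels of 106 ± 20.9 CPM in SH and 13.6 ± 5.80 CPM in KA for Plk5 in neurons and 16.0 ± 5.70 CPM in SH and 3.03 ± 2.14 CPM in KA in glia (SD, n = 3), where its logFC was -2.45 (standard error 0.49, FDR 0.06). Calb1 (ENSMUSG00000028222, chromosome 4 from 15881264 to 15908064), which encodes calbindin, had a logFC of -1.40 (standard error 0.33, FDR 0.213) in neurons and -1.47 (standard error 0.34, FDR 0.124) in glia. For Mmd2 (ENSMUSG00000039533, chromosome 5 from 142562358 to 142608800) the logFC was -1.47 (standard error 0.33, FDR 0.169) in neurons and -1.32 (standard error 0.33, FDR 0.189) in glia, and for Gpr12 (ENSMUSG00000041468, chromosome 5 from 146582398 to 146585239) it was -1.78 (standard error 0.42, FDR 0.208) and -2.17 (standard error 0.44, FDR 0.0630). In all 4 genes, the 3 KA libraries lay below the 3 SH libraries in either cell type; chance separates 3 from 3 in either direction in 10% of comparisons, but these genes were picked by their calls in the same libraries. In neurons, Mmd2 kept its call in 0 and Calb1 and Gpr12 in 1 of the 6 fits without 1 library; in glia, Calb1 and Mmd2 kept theirs in 1 and Gpr12 in 4 of 6, and Plk5 lost its call without KA glia replicate 2. Without KA neurons replicate 3, 0 genes were downregulated in both; a fit with the replicate block gave 249. Separate fits of the cell types also gave 4 such genes, of which 0 were among those named here. Neuronal RNA carried over into NeuN- libraries was not tested for the 4 genes named here. For Plk5, with 106 and 13.6 CPM in SH and KA neurons and mean neuronal shares of 18.9% and 15.6%, it stays open as a source of the glial decrease.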

### Association between differential methylation and differential gene expression

An association between DM and DGE was calculated by alignment of significantly altered DMR and differentially expressed genes (Combined FDR 0.25, for details see S1 Table and S7–S20 Figs). No general correlation between DMR and DGE at various genomic features (upstream, promoter, UTR5, exon, intron, UTR3) was found (S1 Table and S7–S20 Figs). However, significant DMR coincided with DGE at 41 loci for neurons and 12 loci for glia (Tables 5 and 6).

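DNA methylation was not used here; the values concern the expression side of Tables 5 and 6. The 41 lines of Table 5 hold 30 distinct genes, all of which had the same direction in neurons here, 25 up and 5 down, with logFC from -1.84 to 3.76. KA and SH libraries were separated for all 30, which the paper had picked from the same libraries, so that the 10% given by chance is no measure here, and 17 passed an FDR of 0.25 over all genes tested, while all 30 did with the replicate block. The paper tested expression again within the genes that each genomic feature covered, a step not repeated here. Among those past the threshold, Pde6b (ENSMUSG00000029491, chromosome 5 from 108388391 to 108432397) rose from 4.67 ± 1.52 to 36.8 ± 19.2 CPM (SD, n = 3), a logFC of 2.97 (standard error 0.49, FDR 0.0379), and Cxcl12 (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) fell from 50.6 ± 22.1 to 14.1 ± 4.57 CPM, a logFC of -1.84 (standard error 0.37, FDR 0.0943). Pde6b lost its call without SH neurons replicate 1 or KA neurons replicate 3, and Cxcl12 without SH neurons replicate 1 or 3 or KA neurons replicate 3. The 10 lines of Table 6 hold 9 genes, of which 2 were up and 7 down in glia, as in the table, with logFC from -2.12 to 1.59. Of these, 8 were separated, 3 passed the threshold (2810468N07Rik, Drd1 and Hdac11) and 8 did with the replicate block. The largest decrease was that of 2810468N07Rik (ENSMUSG00000091475, chromosome 17 from 25570358 to 25575043), from 129.9 ± 65.5 to 29.9 ± 10.6 CPM, a logFC of -2.12 (standard error 0.52, FDR 0.177); it shares 15.5% of its exon bases with Sox8 on the opposite strand and kept its call in 1 of 6 fits without 1 library.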

**Table 5:** Association between DMR and DGE in neurons at 24 hours post injection.

	Neurons			
Genomic feature	Gene symbol	DM logFC	DGE logFC	Gene description
Upstream	*ZBTB18*	3,22	-1,20	Zinc finger and BTB domain-containing protein 18
	*SPP1*	-0,99	3,14	Osteopontin
Promoter	*SPP1*	-0,97	3,14	Osteopontin
	*PDE6B*	-2,72	2,91	Rod cGMP-specific 3',5'-cyclic phosphodiesterase subunit beta
	*BTG2*	5,23	1,49	Protein BTG2
	*DPYSL3*	4,70	1,02	Dihydropyrimidinase-related protein 3
	*GADD45G*	4,59	2,54	Growth arrest and DNA damage-inducible protein GADD45 gamma
	*SCRT2*	3,77	1,43	Transcriptional repressor scratch 2
Exon	*TRIB2*	4,72	1,20	Tribbles homolog 2
	*ZFP36*	1,77	2,50	mRNA decay activator protein ZFP36
	*GAL*	2,13	3,64	Galanin
	*CXCL12*	-0,87	-1,96	Stromal cell-derived factor 1
	*SV2C*	-1,27	2,56	Synaptic vesicle glycoprotein 2C
	*GM5577*	3,67	-1,36	Predicted gene 5577
	*LTBP1*	-1,11	1,48	Latent transforming growth factor beta binding protein 1
	*ARL4D*	-0,61	1,61	ADP-ribosylation factor-like 4D
	*FNDC9*	-1,07	3,19	Fibronectin type III domain-containing protein 9
	*CD34*	3,18	-1,63	Hematopoietic progenitor cell antigen CD34
	*EPHX1*	1,99	-1,28	Epoxide hydrolase 1
	*TUBB6*	-0,51	1,49	Tubulin beta-6 chain
	*BACH1*	-1,04	1,72	Fanconi anemia group J protein homolog
Intron	*SAMD11*	0,73	2,19	sterile alpha motif domain containing 11
	*KIF18A*	0,91	1,46	Kinesin-like protein KIF18A
	*NPTX2*	-0,69	3,61	Neuronal pentraxin-2
	*IGF2BP2*	-0,56	2,04	Insulin-like growth factor 2 mRNA-binding protein 2
	*NPTX2*	-0,69	3,61	Neuronal pentraxin-2
Gene body	*KIF18A*	0,80	1,46	Kinesin family member 18A
	*GAL*	2,09	3,64	Galanin peptides
	*TRIB2*	2,07	1,20	tribbles pseudokinase 2
	*SAMD11*	0,70	2,19	Sterile alpha motif domain-containing protein 11
	*ADGRF4*	0,92	1,66	Adhesion G protein-coupled receptor F4
	*LTBP1*	-0,52	1,48	Latent-transforming growth factor beta-binding protein 1
	*FAM129B*	-0,59	1,40	Niban-like protein 1
	*IGF2BP2*	-0,54	2,04	insulin-like growth factor 2 mRNA binding protein 2
	*CD34*	3,30	-1,63	CD34 antigen
	*SORCS3*	-0,40	2,28	VPS10 domain-containing receptor SorCS3
	*GXYLT2*	-0,85	1,40	Glucoside xylosyltransferase 2
	*SV2C*	-0,63	2,56	Synaptic vesicle glycoprotein 2C
	*ARL4D*	-0,60	1,61	ADP-ribosylation factor-like protein 4D
UTR3	*EGR3*	3,45	1,61	Early growth response protein 3
	*NEDD9*	-1,46	1,51	Enhancer of filamentation 1

Genetic loci with coincidence of significant DM and DGE (FDR 0.25); logFC = log fold change.

**Table 6:** Association between DMR and DGE in glia at 24 hours post injection.

	Glia			
Genomic feature	Gene symbol	DM logFC	DGE logFC	Gene description
Upstream	*ZBTB46*	-1,01	0,87	Zinc finger and BTB domain-containing protein 46
	*KIRREL2*	3,75	-1,41	Kin of IRRE-like protein 2
	*PANTR1*	-4,55	-1,72	POU3F3 Adjacent Non-Coding Transcript 1 (non coding RNA)
	*ASCL1*	-4,05	-1,42	Achaete-scute homolog 1
Promoter	*HDAC11*	4,28	-1,42	Histone deacetylase 11
	*DRD1*	4,24	1,62	D(1A) dopamine receptor
Exon	*ZFP467*	0,47	-1,38	Zinc finger protein 467
Intron	*DRD1*	4,17	1,62	D(1A) dopamine receptor
	*2810468N07RIK*	-3,95	-2,22	RIKEN cDNA (lncRNA)
Gene body	*-*			
UTR3	*FGFBP3*	3,75	-1,07	Fibroblast growth factor-binding protein 3

Genetic loci with coincidence of significant DM and DGE (FDR 0.25); logFC = log fold change.

## Discussion

Neurons and glial cells execute specific complementary tasks in normal brain functioning as well as in the pathological processes precipitating neurological diseases [9, 48, 49]. This diversity is represented on the transcriptome- [36, 50] and epigenome level [34, 35]. In this study we investigated neuronal and glial alterations of DNAm and gene expression and their possible association in a mouse model of epilepsy. In order to explore the epigenetic and transcriptomic signature of both cell types in early epileptogenesis, we separated neurons and glia by FANS [51]. This approach was recently applied in epigenetic studies [39–41]. We identified specific neuronal and glial DNAm and DGE changes at particular genomic loci, potentially including important upstream mechanisms worth further investigation.

### Differential methylation

With an overlap of only 0.22% of DM CpGs between neurons and glia, differential methylation occurs primarily in a cell specific manner during early epileptogenesis. Accordingly, the attributed GO terms to DM CpGs and DMR reveal mostly neuronal and glia specific terms (S1 Table). Apart from a near even ratio at neuronal promoters, we observe an overweight of hypermethylated to hypomethylated CpG sites at 24 hours post injection. In early stages of epileptogenesis, previous studies suggest no general alteration of DNAm [30] or a tendency towards hypomethylation [52]. In chronic phases of epilepsy, both hyper- and hypomethylation have been reported [29, 53]. Differences in pro-convulsant agents, mode and region at which they are applicated, stage of epileptogenesis, anatomical regions investigated, as well as the number of CpG sites covered, may account for varying results. A comparison of genes associated with significant DM CpGs and DMR from our study with results from hippocampal tissue from chronic TLE patients [54] unvails marginal but interesting overlaps. This may be due to different methylation analysis methods and stage specific character of hippocampal DNAm during epileptogenesis. A comparison of our results to those from peripheral blood of TLE patients [55], reveals 15 overlapping DM CpGs and 11 overlapping DMRs.

### Differential gene expression

Most differentially expressed genes detected in this study, were specific to either neurons or glia (S1 Table). 

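At an FDR below 0.25, 365 genes were called in neurons or glia, 44 of them in both, 84 in neurons alone and 237 in glia alone, so that 88.0% were called in 1 cell type. A test of the difference between the logFC in neurons and in glia gave 0 genes at an FDR below 0.25 and 502 genes at an unadjusted p under 0.05, where chance gives 1879.9 of 37598; the smallest FDR was 0.444. A block for the pool from which both fractions came gave 177 such genes, and a block for the replicate number gave 151. Among genes with a larger logFC in neurons, the smallest p belonged to Acan (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099), with 3.71 (standard error 0.44, FDR 0.00477) in neurons, 0.60 (standard error 0.40, FDR 1.000) in glia and a difference of 3.11 (FDR 0.444). Col27a1 (ENSMUSG00000045672, chromosome 4 from 63214004 to 63334991) followed, with 3.38 (standard error 0.50, FDR 0.0251) in neurons and a difference of 3.53 (FDR 0.444); its logFC in glia, -0.15, changed sign with library size scaling or without SH glia replicate 3. Among genes with a larger logFC in glia, Thbd (ENSMUSG00000074743, chromosome 2 from 148404466 to 148408188) had 2.83 (standard error 0.42, FDR 0.0199) in glia and a difference of -3.09 (FDR 0.444), with a logFC in neurons of -0.26 that changed sign without KA neurons replicate 2. With the replicate block the difference passed the threshold for these 3 genes, at FDR values of 0.00923, 0.00256 and 0.0120.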

Only 45 genes were commonly up- and three downregulated in neurons and glia. At this early stage of epileptogenesis, glial cells apparently contribute a higher number of altered gene transcripts than neurons within epilepsy-related GO and KEGG terms (Fig 2). Many significantly differentially expressed genes found in this epilepsy model overlap with data from other experimental and human TLE studies [29, 56–58]. Comparing our differentially expressed genes in neurons and glia with differential gene expression from various epilepsy models and stages of TLE [58], glia contributes with more upregulated gene transcripts (13 glia and 11 in neurons), supporting the notion that glia contributes essentially to epileptogenesis [59–66]. Neurons contribute with slightly higher number of altered gene transcripts when comparing to a amygdala stimulation model of epilepsy while glia contributes with a higher number of differentially expressed genes when comparing to a traumatic brain injury model of epilepsy [29]. Within up- and downregulated gene transcripts from a study on refractory human TLE, neurons and glia exhibit an almost even number of gene transcripts [57]. For an overview of essential up- and downregulated pathways see Tables 1 and 2. A summary of neuronal and glial contribution (number of genes within a GO / KEGG term) to epileptogenesis is presented in Fig 2.

### Altered epilepsy-relevant pathways based on differentially expressed genes

*Upregulation of growth arrest and DNA-damage-inducible beta/gamma* (GADD45B/G). One of the genes upregulated in both neurons and glia is *GADD45G*, a member of the environmental stress inducible *GADD45*-like genes that mediate activation of various pathways, including c-Jun N-terminal protein kinase family of mitogen-activated protein kinases [67]. It has previously been shown to be elevated after KA induced status epilepticus [68] and to possess DNA demethylation qualities [69], thus potentially linking epileptic activity to changes in DNA methylation. 

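Expression of Gadd45g (ENSMUSG00000021453, chromosome 13 from 51846678 to 51848468) was 22.9 ± 8.35 CPM in SH and 165 ± 118 CPM in KA in neurons (SD, n = 3), a logFC of 2.85 (standard error 0.50, FDR 0.0527). In glia it was 18.2 ± 3.39 CPM in SH and 115 ± 49.5 CPM in KA (SD, n = 3), a logFC of 2.66 (standard error 0.50, FDR 0.0438). The increases were larger than the carried-over RNA of the other fraction could give at the highest share of any KA library. The call in neurons was lost without SH neurons replicate 1 or 2 or without KA neurons replicate 3, and the call in glia held in all 6 fits without 1 library.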

We also find elevated mRNA levels of *GADD45B*, which is another member of the *GADD45*-like genes. 

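The level of Gadd45b (ENSMUSG00000015312, chromosome 10 from 80930073 to 80932204) in glia went from 17.2 ± 19.2 to 142 ± 71.4 CPM (SD, n = 3), a logFC of 3.04 (standard error 0.72, FDR 0.137) that passed the threshold in 3 of 6 fits without 1 library and lost it without SH glia replicate 1 or 3 or KA glia replicate 3. Neurons went from 15.2 ± 8.62 to 69.2 ± 37.0 CPM (SD, n = 3), a logFC of 2.19 (standard error 0.69, FDR 0.662), which passed the threshold with the replicate block (FDR 0.0670). The difference between cell types was -0.85 (unadjusted p = 0.377 from the edgeR quasi-likelihood test, FDR 1).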

GADD45B has recently been shown to promote neuronal activity induced neurogenesis via demethylation of the BDNF and fibroblast growth factor promoter, linking neuronal activity to DNA methylation alterations [69].

### *Upregulation of sphingosine-kinase 1* (SPHK1) *and sphingosine 1 receptor 3* (S1R3)

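Sphk1 (ENSMUSG00000061878, chromosome 11 from 116530925 to 116536674), which encodes sphingosine kinase 1, was expressed at 6.53 ± 2.62 CPM in SH and 41.2 ± 25.1 CPM in KA in neurons and 5.47 ± 3.52 CPM in SH and 82.9 ± 41.4 CPM in KA in glia (SD, n = 3). Its logFC was 2.66 (standard error 0.59, FDR 0.153) in neurons and 3.93 (standard error 0.62, FDR 0.0257) in glia. Fits that each left out 1 library of the cell type gave FDR values of 0.0701 to 1 in neurons, where the call held only without KA neurons replicate 1, and of 0.0104 to 0.133 in glia.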

Another interesting finding is the upregulation of *SPHK1* mRNA in neurons and glia. SPHK1 phosphorylates sphingosine to sphingosine-1-phosphate (S1P) [70]. S1P in turn is involved in neural development, signaling, autophagy and neuroinflammation as well as a plethora of pathological central nervous conditions [71] and has been shown to modulate histone deacetylase activity [72]. A recent study revealed antiepileptogenic effects of fingolimod [71], a SP1-receptor modulator and FDA approved drug for the treatment of multiple sclerosis [73], possibly via attenuation of astro- [74] and microglial [75] reactions. 

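For the receptor gene S1pr3 (ENSMUSG00000067586, chromosome 13 from 51408639 to 51422797), glia had 9.01 ± 2.09 CPM in SH and 84.4 ± 15.5 CPM in KA (SD, n = 3), and the logFC of 3.23 (standard error 0.52, FDR 0.0257) stayed between 3.07 and 3.41 without any 1 library of glia. In neurons, where KA and SH libraries overlapped, the logFC was 1.61 (standard error 0.49, FDR 0.610); it passed the threshold with the replicate block (FDR 0.0838) and without KA neurons replicate 1. The test of the difference between cell types gave an FDR of 1.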

Further, we find elevated expression of *S1R3*, a S1P receptor, in glia. This receptor has been shown to be elevated in hippocampi of kainic acid and pilocarpine epilepsy models as well as in humans with TLE, and is mainly expressed in astrocytes [76].

### Upregulated mitogen-activated protein kinase (MAPK) pathways in neurons and glia

MAPK is a type of protein kinase specific to the amino acids serine and threonine. MAPKs are involved in directing cellular responses to a variety of different stimuli, such as proinflammatory cytokines, mitogens, osmotic stress and heat shock. They regulate cell functions including proliferation, gene expression and differentiation, mitosis, cell survival and apoptosis [77]. We find several genes within MAPK pathways (GO / KEGG) to be expressed more in the KA than SH group with glia contributing a higher number of differentially expressed genes within the pathways than neurons (S1 Table). In the context of epilepsy, MAPK are thought to play a role in Cx43 phosphorylation, involving TNF-α, interleukin (IL)-1b [78] and VEGF [79]. We find elevated expression levels of genes within KEGG pathways for both TNF-α (mostly in glia) and VEGF (slightly more in neurons, see S1 Table). Phosphorylation of Cx43 in turn has been associated with its elevated internalization and degradation [80], possible contributing to astrocyte uncoupling in both mTLE mice and humans [15].

*Astrocytic calcium signaling pathways altered in glia*. Neuronal activity induced elevations in astrocytic intracellular calcium levels may in turn facilitate astrocytic release of neuroactive substances including glutamate, aggravating epileptic activity [81]. In acute stages of epileptogenesis, calcium transients in astrocytes are increased, possibly contributing to elevated extracellular potassium levels via Calcium-dependent protease induced cleavage of the dystrophin associated protein complex [82, 83]. Elevated extracellular potassium levels in turn may lead to increased excitability of neurons and thereby generate epileptiform activity [84]. We also find elevated gene expression of inositol 1,4,5-trisphosphate 3-kinase A (*ITPKA*), a protein kinase inactivating inositol triphosphate dependent calcium release from the astrocyte endoplasmic reticulum [85, 86], in glia. 

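Itpka (ENSMUSG00000027296, chromosome 2 from 119742337 to 119751263) was lower in KA than in SH glia, at 11.4 ± 5.53 against 35.1 ± 6.94 CPM (SD, n = 3), a logFC of -1.62 (standard error 0.37, FDR 0.129). All 3 KA libraries lay below all 3 SH libraries in glia and in neurons, where the levels were 88.8 ± 18.8 and 189.8 ± 29.2 CPM and the logFC -1.10 (standard error 0.37, FDR 0.763). The decrease in glia lost its call without SH glia replicate 3, KA glia replicate 1 or KA glia replicate 2. The limit of neuronal RNA was not taken for Itpka. With 189.8 and 88.8 CPM in SH and KA neurons and mean neuronal shares of 18.9% and 15.6%, carried-over RNA stays open as its source.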

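In glia, Plce1 (ENSMUSG00000024998, chromosome 19 from 38481109 to 38785030) had 44.8 ± 14.0 CPM in SH and 98.6 ± 31.8 CPM in KA (SD, n = 3), a logFC of 1.14 (standard error 0.36, FDR 0.45), and all 3 KA libraries lay above all 3 SH libraries. Neurons had 17.1 ± 4.15 CPM in SH and 44.6 ± 11.9 CPM in KA, a logFC of 1.38 (standard error 0.36, FDR 0.352). Both passed the threshold with the replicate block, at FDR values of 0.0726 and 0.0366, and neither did in any fit that left out 1 library of its own cell type.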

Further, we find 1-Phosphatidylinositol-4,5-bisphosphate phosphodiesterase epsilon-1 (*PLCE1*), a member of the phosphatidylinositol-specific phospholipase C family that via G-protein coupled receptors are involved in Inositol-triphosphate and diacylglycerol generation and as such mediate intracellular Calcium elevation [87], elevated in glia. 

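Glial expression of Cacng5 (ENSMUSG00000040373, chromosome 11 from 107874605 to 107915055) was 18.2 ± 2.86 CPM in SH and 84.9 ± 39.4 CPM in KA (SD, n = 3), with a logFC of 2.22 (standard error 0.39, FDR 0.0339) that held its call in all 6 fits without 1 library of glia. In neurons the levels were 17.7 ± 5.39 and 19.8 ± 5.64 CPM, a logFC of 0.17 (standard error 0.38, FDR 1) that changed sign without SH neurons replicate 2 or KA neurons replicate 2. The difference between the cell types was -2.06 with an unadjusted p of 0.00145 (edgeR quasi-likelihood test) and an FDR of 1.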

Thirdly, we find *CACNG5*, a calcium permissive AMPA receptor subunit [88], elevated in glia. Possibly all three genes mediate pro-epileptogenic effects via astrocytic calcium signaling. For a complete summary of differentially expressed genes see S1 Table.

### Relationship between differential methylation and differential gene expression

We did not find a general correlation of DM and DGE at specific genomic regions (S1 Table, S7–S20 Figs). However, DM coincided with DGE at 41 genes for neurons and 10 genes for glia. Our results are in line with previous studies that did not find a general correlation between DNA methylation and gene expression in epilepsy, but rather a number of singular genes where significant DM with DGE coincided [30, 89, 90]. Other studies did report a certain degree of general association between DM at specific genomic regions and DGE [29]. For a full list of coinciding alterations in DM and DGE see Table 5. The identified coinciding alterations of DM and DGE in this study are relatively few and their role in epileptogenesis remains uncertain. Interestingly, they point to genes and pathways previously implicated in epilepsy, TLE and epileptogenesis. In the following we present a selection of these in depth.

#### Coinciding alterations of differential methylation and differential gene expression in neurons

*Osteopontin* (SPP1) *promoter hypomethylation associated with elevated gene expression*. SPP1 mediates diverse aspects of cellular functioning in the central nervous system, e.g. the recruitment and activation of microglia and astrocytes, the cumulative effect possibly being neuroprotective [91]. In multiple sclerosis, SPP1 mediates pro-inflammatory pathways contributing to the relapse remission phenotype via e.g. NF-κB [92]. In our study, *SPP1* mRNA is significantly upregulated in both neurons and glia, and in neurons this elevated gene expression is associated with significant hypomethylation at the associated upstream region and promoter. These results confirm previous findings of elevated *SPP1* mRNA levels in epilepsy [93]. 

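Spp1 (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) had 10.6 ± 10.1 CPM in SH and 411 ± 331 CPM in KA in glia (SD, n = 3), a logFC of 5.30 (standard error 0.82, FDR 0.0241), and 2.11 ± 0.795 CPM in SH and 20.5 ± 14.6 CPM in KA in neurons (SD, n = 3), a logFC of 3.28 (standard error 0.76, FDR 0.193). The increase in neurons was within what glial RNA could give already at the mean astrocytic share of KA NeuN+ libraries, the largest glial share. The increase kept its call in 1 of 6 fits without 1 library of neurons, the fit without KA neurons replicate 1. The call in glia held in all 6 such fits. Exons of Gm42793 on the same strand cover 18.8% of the exon bases of Spp1, and reads on them were assigned to neither gene by default counting.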

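Cd44 (ENSMUSG00000005087, chromosome 2 from 102811141 to 102901665) rose in glia from 12.8 ± 9.78 to 129 ± 28.4 CPM (SD, n = 3), a logFC of 3.35 (standard error 0.69, FDR 0.0660), and kept its call in every fit without 1 library of glia. The logFC in neurons was 2.16 (standard error 0.66, FDR 0.601), with all KA libraries above all SH libraries and an FDR of 0.107 with the replicate block.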

We further found elevated mRNA levels of *CD44*, a Osteopontin receptor [94] involved in epileptogenesis [95], in glia.

#### *Hypermethylation at a Galanin* (GAL) *exon associated with elevated gene expression*

*GAL* encodes the neuropeptide Galanin which previously has been shown to possess seizure attenuating properties and discussed as a possible antiepileptogenic target [96]. Further, in a recent study, a de novo mutation in GAL has been unveiled as a possible cause for TLE [97].

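The levels of Gal (ENSMUSG00000024907, chromosome 19 from 3409915 to 3414544) were 1.12 ± 0.390 CPM in SH and 15.1 ± 3.12 CPM in KA in neurons and 0.271 ± 0.101 CPM in SH and 3.29 ± 1.61 CPM in KA in glia (SD, n = 3). The logFC of 3.76 (standard error 0.58, FDR 0.0274) in neurons exceeded that of 3.53 (standard error 0.60, FDR 0.0293) in glia by 0.23, less than its standard error of 0.85 (FDR 1). Without any 1 library of the cell type, the logFC stayed between 3.53 and 4.03 in neurons and 3.22 and 3.80 in glia, past the threshold in each fit. The increase in glia was within the limit of neuronal RNA at the highest neuronal share of a KA NeuN- library.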

In our study, *GAL* mRNA is significantly upregulated in both glia and neurons (slightly higher log fold change (logFC) and lower FDR in neurons) and we find a significant association of hypermethylation of an exonic region of *GAL* with elevated gene expression in neurons. Thus, the hypermethylation at the exonic region of *GAL* with possible consecutive elevated levels of GAL might represent a crucial endogenic seizure attenuating mechanism.

### *Hypomethylation at synaptic vesicle protein 2 c* (SV2C) *exon associated with upregulated gene expression*

SV2C is, together with SV2A and SV2B, part of the family of synaptic vesicle proteins that are involved in Ca^2+^ dependent synaptic vesicle exocytosis and neurotransmission [98]. The most prominent epilepsy-related member, SV2A, is the main target through which levetiracetam and brivaracetam exert their antiepileptic and possibly antiepileptogenic effects [99]. In hippocampi of patients with chronic TLE, SV2C was the only of three synaptic vesicle proteins found to be significantly elevated. It was associated with mossy fiber sprouting and glutamatergic synapses and was proposed as a potential antiepileptogenic target [100]. Recent findings suggest a role of SV2C in the disruption of dopamine signaling in Parkinson’s Disease [101]. 

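Neurons expressed Sv2c (ENSMUSG00000051111, chromosome 13 from 95954594 to 96132577) at 22.5 ± 8.70 CPM in SH and 129.9 ± 41.7 CPM in KA (SD, n = 3), a logFC of 2.53 (standard error 0.55, FDR 0.142); this call held in 1 of 6 fits without 1 library, that without KA neurons replicate 1, and the FDR ranged from 0.0969 to 0.790. Glia expressed it at 5.97 ± 4.18 CPM in SH and 48.6 ± 34.0 CPM in KA (SD, n = 3), a logFC of 3.02 (standard error 0.56, FDR 0.0438), past the threshold in all 6 fits. Neither increase was within the limit of RNA carried over from the other fraction.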

At 24 hours post injection, we find elevated levels of *SV2C* mRNA in glia and neurons. In neurons this elevated gene expression is associated with significant hypomethylation of its exonic regions. Hypomethylation of the *SV2C* exon may thus exert upstream pro-epileptogenic effects.

### Coinciding alterations of differential methylation and differential gene expression in glia

*Promoter hypermethylation at* HDAC11 *associated with reduced gene expression levels*. In line with previous results [102], we find *HDAC11* mRNA levels decreased after SE. This reduced gene expression coincides with a significantly increased methylation at its associated promoter in glia. 

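In glia, Hdac11 (ENSMUSG00000034245, chromosome 6 from 91156665 to 91174692) fell from 36.6 ± 9.18 to 14.3 ± 5.62 CPM (SD, n = 3), a logFC of -1.36 (standard error 0.35, FDR 0.216). In neurons it went from 42.6 ± 10.6 to 27.3 ± 2.26 CPM, a logFC of -0.64 (standard error 0.34, FDR 1). The glial decrease was past the threshold in 2 of 6 fits without 1 library, those without SH glia replicate 2 or KA glia replicate 3. Exons of Gm44002 on the opposite strand cover 15.4% of the exon bases of Hdac11.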

Reduced levels of *HDAC11* may cause an increased acetylation at H4 [103], previously shown to correlate with elevated levels of c-fos, c-jun and BDNF [104]. BDNF in turn has been associated with seizure-aggravating effects in acute phases of epileptogenesis [105] and higher levels of the microRNA miR-132, possibly via ERK and MAPK pathways [106]. Further, miR-132 has recently been associated with seizure induced neuronal apoptosis [107]. We find elevated expression levels of *BDNF* (only glia), miR-132 (both neurons and glia) and MAPK- (glia more transcripts than neurons) and ERK- (glia more than neurons) pathways in early epileptogenesis. 

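For Bdnf (ENSMUSG00000048482, chromosome 2 from 109674700 to 109727007), the KA libraries lay above the SH libraries in both cell types, with 11.4 ± 2.21 CPM in SH and 43 ± 22.7 CPM in KA in glia and 76.4 ± 34.4 CPM in SH and 234 ± 53.7 CPM in KA in neurons (SD, n = 3). The logFC was 1.92 (standard error 0.43, FDR 0.122) in glia and 1.61 (standard error 0.43, FDR 0.353) in neurons, where it passed the threshold with the replicate block (FDR 0.00355). The difference between the cell types was -0.31 (FDR 1). The call in glia was lost without SH glia replicate 3, KA glia replicate 2 or KA glia replicate 3, and 14.4% of the exon bases are shared with Gm45346 on the opposite strand. The limit of neuronal RNA was taken only for genes called in both cell types, and so not for Bdnf. With 234 CPM in KA neurons and a mean neuronal share of 15.6% in KA NeuN- libraries, carried-over RNA stays open as a source of its increase in glia. Mir132 (ENSMUSG00000065537, chromosome 11 from 75173682 to 75173747), a microRNA gene, had 1.68 ± 0.947 CPM in SH and 17.2 ± 8.48 CPM in KA in neurons, a logFC of 3.34 (standard error 0.77, FDR 0.187), and 0.179 ± 0.0540 CPM in SH and 2.44 ± 2.36 CPM in KA in glia, a logFC of 3.80 (standard error 0.87, FDR 0.124). Its call held in 1 of 6 fits in neurons, without KA neurons replicate 1, and in 3 of 6 in glia, and its increase in glia was within the limit of neuronal RNA already at the mean neuronal share of KA NeuN- libraries. The cDNA was primed with oligo(dT), so counts of Mir132 are of longer transcripts and do not measure mature miR-132.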

The hypermethylation of the *HDAC11* promoter with its possible downstream effects ultimately leading to elevated levels of *BDNF* and miR-132 might represent a possible antiepileptogenic target for site specific alteration of DNAm.

#### *Hypermethylation at the intron and promoter at dopamine receptor D1 (DRD1) associated with elevated* DRD1 *mRNA levels*

Dopamine exerts its seizure inducing effects via DRD1 mediated ERK1/2 pathways [108]. We find elevated levels of *DRD1* mRNA in both neurons and glia. 

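Drd1 (ENSMUSG00000021478, chromosome 13 from 54051183 to 54055705) was expressed at 19.1 ± 3.32 CPM in SH and 67.3 ± 15.8 CPM in KA in neurons (SD, n = 3), a logFC of 1.81 (standard error 0.41, FDR 0.169). Glial levels were 6.20 ± 4.16 CPM in SH and 18.6 ± 3.46 CPM in KA (SD, n = 3), a logFC of 1.59 (standard error 0.41, FDR 0.222), an increase within the limit of neuronal RNA at the highest neuronal share of a KA NeuN- library. The call held in 1 of 6 fits without 1 library in neurons and in 2 of 6 in glia, and was lost among others without SH neurons replicate 1 and without SH glia replicate 1.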

In glia, this augmentation in gene expression is associated with significant hypermethylation in the intronic region and hypermethylation at the promoter of *DRD1*. Hypermethylation at glial *DRD1* (intronic region) may facilitate epileptogenesis.

### Technical limitations

This study features several technical limitations worth mentioning. Firstly, we cannot rule out that the NeuN- fraction contains a minor number of non-glial cells (pericytes, endothelial cells) [109, 110]. 

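Transcripts of pericytic and endothelial genes were counted in both fractions. The pericytic gene Pdgfrb (ENSMUSG00000024620, chromosome 18 from 61045150 to 61085061) had 7.42 ± 2.37 CPM in NeuN+ and 18.9 ± 5.55 CPM in NeuN- libraries (SD, n = 6), a logFC of -1.33 (FDR 0.00303). The endothelial gene Pecam1 (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) had 4.20 ± 1.61 CPM in NeuN+ and 6.58 ± 3.35 CPM in NeuN- libraries (SD, n = 6), a logFC of -0.59 (FDR 0.424), and was lower in the NeuN+ than in the NeuN- library of 5 of 6 pools (exact two-sided sign-flip test, p = 0.0625). With the replicate block by pool, the FDR of Pecam1 was 0.144, and with library size scaling it was 0.212, both below 0.25. Between KA and SH glia, a list of 7 endothelial genes had a mean logFC of 0.72 (camera of limma with Benjamini-Hochberg adjustment over 16 tests, adjusted p = 0.0558) and a list of 5 pericytic genes a mean of -0.38 (camera, adjusted p = 0.106); with the replicate block the endothelial list had an adjusted p of 0.0302. Neither list passed 0.05 with fry or with an estimated correlation.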

RRBS associated technical limitations involve loss of information associated with e.g. msp1 enzyme cleavage, library pooling/ fragment size selection, bisulfite conversion, sequencing (depth/coverage) [43]. The use of nuclear mRNA results in enrichment of mRNA coding for proteins with nuclear functions [111] and a potentially lower level of immediate early genes [112]compared to when using cytosolic mRNA [113].

## Conclusion

In this study, we found DNAm and DGE in early epileptogenesis to occur primarily in a cell-specific manner. 

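Among the 84 genes called in neurons alone, 74 (88.1%) had a logFC of the same sign in glia, where 42 had an unadjusted p under 0.05. Of the 237 genes called in glia alone, 214 (90.3%) had the same sign in neurons, and 95 an unadjusted p under 0.05 there. None of the 44 genes called in both had opposite signs. Across 20413 genes with a mean log2 CPM above 1, the logFC in neurons and in glia had a Pearson correlation of 0.521 and a Spearman correlation of 0.48; genes are not independent replicates, and both fractions came from the same pools. In 9 other divisions of the 6 pools into 3 and 3, the Pearson correlation was between 0.172 and 0.697. Only 2 of these divisions called any genes, and of those called in 1 cell type 91.3% and 93.4% had the same sign in the other, against 89.7% for KA and SH.

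**Figure D3:**
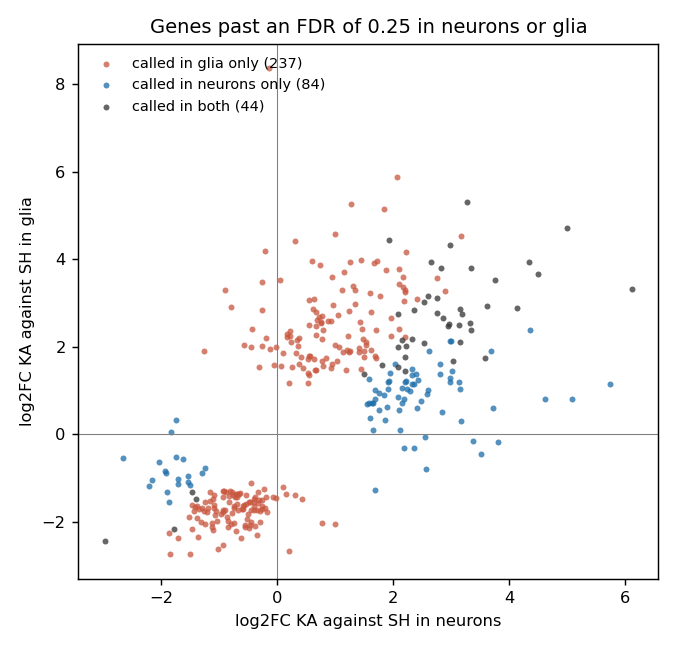
LogFC of KA against SH in neurons (x axis) and in glia (y axis) for genes past an FDR of 0.25 in neurons or glia. Each point is a gene; of the 84 called in neurons alone and the 237 called in glia alone, 74 and 214 lie on the side of 0 that they have in the other cell type.

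**Figure D4:**
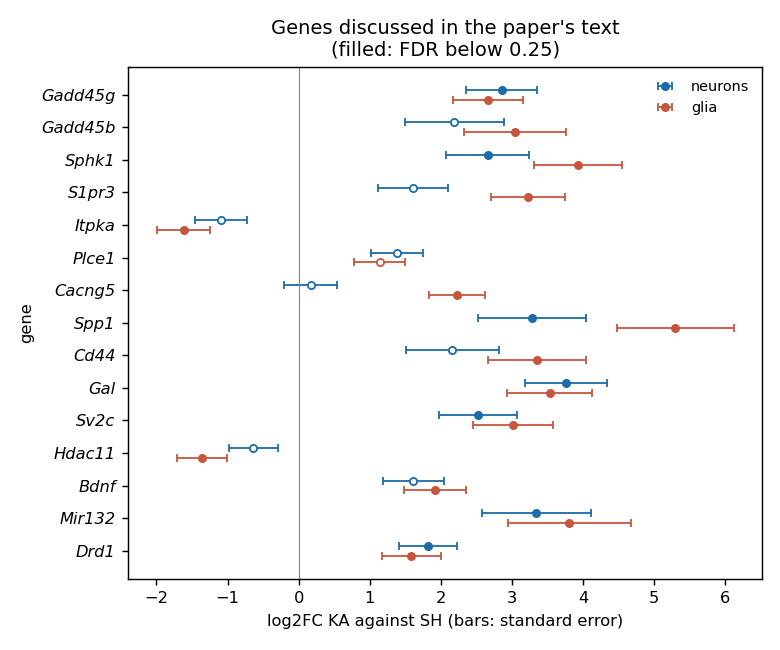
LogFC of KA against SH with its standard error for genes that the paper's text discusses, in neurons and in glia. Filled points have an FDR below 0.25; of the values shown, Cacng5 in neurons, at 0.17, lies closest to 0.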

We identified several potential neuronal and glial upstream targets worth further investigation. Information on the cellular origin of epigenomic and transcriptomic effects increases our understanding of involved pathological processes and provides a basis for possible future cell specific therapeutic approaches.

## Supporting information

S1 Table DM and DGE in neurons and glia. Table of significantly altered mRNA (RRBS) and DNA methylation (DM CpGs and DMR) in neurons and glia as well as overviews and adjunct functional annotations (GO / KEGG).
(XLSX) Click here for additional data file.

S1 Supporting Information Detailed methods. (DOCX) Click here for additional data file.

S1 Fig Flowchart of tissue processing from hippocampi to NeuN+ / NeuN- nuclei. Hippocampi from Kainate (n = 8) or Sham (n = 8) animals at 24 hrs. after injection were pooled (sample 1: pooled 4 to 1; sample 2 and 3: pooled 2 to 1) and homogenized to obtain single nuclei. The nuclei were filtered, centrifugated, pelleted and resuspended, before being subjected to FANS.
(TIF) Click here for additional data file.

S2 Fig **Sorting of NeuN-positive and NeuN-negative nuclei by flow cytometry (A–F) Nuclei were defined as PI-positive events, and aggregated nuclei were excluded in an SSC-w vs FSC-a plot.** Single nuclei from a tissue not expressing NeuN (adult mouse liver) were used to define the NeuN-positive and NeuN-negative gates (A), and hippocampal nuclei were sorted accordingly (B).
(TIF) Click here for additional data file.

S3 Fig Estimated bisulfite conversion rates. The left panel shows the PCT_NON_CPG_BASES_CONVERTED metric computed by Picard/CollectRRBSMetrics. This is defined as the fraction of converted cytosines among all non-CpG cytosines encountered in the sequencing data. The right panel shows the observed conversion rate of the unmethylated "end-repair" cytosines added in the RRBS prep (see methods for details).
(TIF) Click here for additional data file.

S4 Fig Principal component analysis (MDS) of RRBS-Data. The principal component analysis of RRBS data distinguishes clearly between neurons and glia but not between KA and SH.
(TIF) Click here for additional data file.

S5 Fig Principal component analysis (MDS) of RNA-Data. Principal component analysis of mRNAseq data clearly distinguished between neurons and glia as well as KA and SH.
(TIF) Click here for additional data file.

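Between KA and SH libraries, the mean distance by plotMDS was 5.28 in glia (range 3.68 to 6.18) and 4.28 in neurons (range 3.42 to 5.14). Libraries of the same group lay 5.13 apart in KA glia, 5.61 in SH glia, 3.95 in KA neurons and 4.58 in SH neurons. In glia and in neurons, the mean distance between treatments thus lay above that within the KA group and below that within the SH group. No test was made of these distances.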

S6 Fig Expression levels (mRNAseq, normalized counts) for CNS cell type specific genes. Neurons: *RBFOX3* (= NeuN), Astrocytes: *ALDH1L1*, Microglia: *CX3CR1*, Oligodendrocytes: *MBP*, Pericytes: *PDGFRB*, Endothelial cells: *PECAM1*; Expression in the NeuN+ and NeuN- fraction on the left and right side of each graph.
(TIF) Click here for additional data file.

S7 Fig DM and DGE (neurons, upstream). Visualization of DM and DGE (FDR 0.25) for neurons (upstream). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S8 Fig DM and DGE (glia, upstream). Visualization of DM and DGE (FDR 0.25) for glia (upstream). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S9 Fig DM and DGE (neurons, promoter). Visualization of DM and DGE (FDR 0.25) for neurons (promoters). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S10 Fig DM and DGE (glia, promoter). Visualization of DM and DGE (FDR 0.25) for glia (promoters). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S11 Fig DM and DGE (neurons, UTR5). Visualization of DM and DGE (FDR 0.25) for neurons (UTR5). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S12 Fig DM and DGE (glia, UTR5). Visualization of DM and DGE (FDR 0.25) for glia (UTR5). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S13 Fig DM and DGE (neurons, exon). Visualization of DM and DGE (FDR 0.25) for neurons (exon). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S14 Fig DM and DGE (glia, exon). Visualization of DM and DGE (FDR 0.25) for glia (exon). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S15 Fig DM and DGE (neurons, intron). Visualization of DM and DGE (FDR 0.25) for neurons (intron). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S16 Fig DM and DGE (glia, intron). Visualization of DM and DGE (FDR 0.25) for glia (intron). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S17 Fig DM and DGE (neurons, gene body). Visualization of DM and DGE (FDR 0.25) for neurons (gene body). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S18 Fig DM and DGE (glia, gene body). Visualization of DM and DGE (FDR 0.25) for glia (gene body). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S19 Fig DM and DGE (neurons, UTR3). Visualization of DM and DGE (FDR 0.25) for neurons (UTR3). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

S20 Fig DM and DGE (glia, UTR3). Visualization of DM and DGE (FDR 0.25) for glia (UTR3). Genes associated with significantly altered DMR and DGE are indicated in the figure.
(TIF) Click here for additional data file.

# Supplementary material for: Neuronal and glial DNA methylation and gene expression changes in early epileptogenesis
**Source:** PLoS One. 2019 Dec 30;14(12):e0226575. doi: 10.1371/journal.pone.0226575
**Supplement:** S1 Supporting Information

**FANS sorting of nuclei**
All solutions and tubes were pre-chilled on ice prior to use, samples kept on ice whenever possible, and centrifugations performed at 4 °C. Mixing or resuspension of samples/nuclei was done by gentle pipetting with a 1 mL tip.

**Reagents and solutions**

The following reagents were used: Sucrose (Sigma-Aldrich cat.no. S0389), Tricine (Sigma-Aldrich cat. no. T0377), KCl (VWR cat. no. 26764.298), MgCl_2_•6H_2_O (Merck Millipore cat. no. 1058330250), CaCl_2_•2H_2_O _(_Sigma-Aldrich cat. no. C7902), Protease Inhibitor Cocktail (Biotools cat. no. B14001), Triton X-100 (Sigma Aldrich cat. no. T8532), Debris Removal Solution (DRS) (Miltenyi cat.no. 130-109-398), DPBS (ThermoFisher Scientific cat.no. 14190144), anti-NeuN Alexa Fluor488 (anti-NeuN-488) (Millipore cat. No. MAB377X), propidium iodide 100 µg/mL (PI) (Miltenyi, cat.no. 130-093-233), mirVana lysis buffer (RNA lysis buffer) (from mirVana miRNA Isolation Kit, Ambion cat. no. AM 1560), Tissue and Cell Lysis Solution (DNA lysis buffer) (from MasterPure Complete DNA and RNA Purification Kit, Epicentre cat. no. MC85200).

Incubation Buffer (IB):

0.25M sucrose, 25 mM KCl, 5 mM MgCl_2_, 20 mM Tricine-KOH, pH 7.8

Homogenization buffer (HB):
IB supplemented with Triton X-100 to 0.1% and 1x Protease Inhibitor Cocktail

**Homogenization of tissue**
Tubes of pooled hippocampi hemispheres were put on ice for immediate processing. Per tube, 1 mL of HB was added, hippocampi allowed to thaw for 1 min, and tissue with buffer poured into a GentleMACS C Tube (Miltenyi cat.no. 130-093-237). C tubes were subject to the m_brain_02_01 program on a GentleMACS dissociator (Miltenyi) and spun down at 100 x g for 30 sec to pellet undissolved tissue, and the homogenate was filtered through a 70 μm filter into a 15 mL conical tube. 1 mL HB was added to the undissolved tissue, the m_brain_02_01 program repeated, the C Tube spun down, homogenate collected as above into the 15 mL tube, after which the process was repeated again. Finally, the filter was washed with 1 mL IB, leaving approximately 3.5 mL of nuclei suspension per sample. 20 µL of suspension was diluted with IB to 100 µL and used for calculating the total number of nuclei by counting on NucleoCounter NC-100 (Chemometec). The average number of nuclei per homogenized hippocampal hemisphere was 830.000. In parallel with the hippocampal samples a NeuN-negative control sample containing 50 mg of adult mouse liver was processed in order to facilitate gating in downstream nuclear sorting. This sample was run on GentleMACS using the m_liver_03 program.

**Debris removal**The exact volume of each sample was measured and 290 μL of DRS added per mL of nuclei suspension. After gentle mixing, samples were overlaid with 4 mL DPBS and spun at 3000 x g for 20 min, with slow acceleration and brake turned off. Upper layer, debris interphase, and lower layer were discarded, and nuclear pellets were resuspended in 100 μL IB per one million nuclei (based on counting on filtered homogenate, see Homogenization of tissue) and transferred to 5 mL polypropylene tubes.

**Staining of nuclei**

Anti-NeuN-488 was added to each tube to a final concentration of 0.1 µg/mL, and samples incubated for 1 h on ice in the dark. Samples were not washed prior to sorting, as additional centrifugation resulted in a significant loss of nuclei.

**Nuclear sorting**

Sorting of nuclei was performed on a BD FACSAria (BD Biosciences). 0.1 µg PI (DNA stain) was added to each sample approximately five minutes prior to sorting. The instrument was set to gently agitate the sample at 100 rpm. The following strategy was used for gating (S 2 Fig): 1) A nuclear gate was defined by PI-positive events (excitation by 488 nm laser, emission collected by 616/23 band-pass filter). 2) Aggregated nuclei were excluded in a dot plot using the pulse width of side scatter (SSC-w) versus the pulse area of forward scatter (FSC-a). 3) The NeuN-negative gate was set based on signal from anti-NeuN-488 stained liver sample (excitation by 488 nm laser, emission collected by 530/30 band-pass filter). NeuN-positive and NeuN-negative hippocampal nuclei were sorted into 5mL tubes prefilled with 2 mL DPBS. On average, 31% of nuclei present in the filtered homogenate were recovered after sorting, with 66% sorted as NeuN-positive, and 34% sorted as NeuN-negative. Mean purity of the sorted fractions was measured to 93% and 95% for the positive and negative population, respectively. Immediately after sorting 3 μL of 1 M MgCl_2_ and 5 μL of 1 M CaCl_2_ were added per mL of nuclei suspension (in order to avoid nuclear disruption during centrifugation, as suggested by (Jiang, 2008 #100), followed by gentle mixing. Half of each sample was transferred to a new tube, and all tubes were spun at 500 x g for 5 min. Supernatants were discarded, and nuclear pellets resuspended as follows (per sorted hippocampal sample): One pellet of NeuN-negative nuclei in 100 µL DNA lysis buffer, one pellet of NeuN-positive nuclei in 200 µL DNA lysis buffer, one pellet of NeuN-negative nuclei in 500 µL RNA lysis buffer, and one pellet of NeuN-positive nuclei in 500 µL RNA lysis buffer. Lysates for DNA isolation were stored at -20 °C until time of extraction. Lysates for RNA isolation were stored at -80 °C, with RNA extraction performed within 24 h.

**Isolation of total RNA from sorted nuclei**
Lysates were thawed on ice and total RNA extracted according to procedures E and F.I in the mirVana miRNA Isolation Kit protocol (Ambion cat. no. AM 1560). Up-concentration was performed using the RNA Clean & Concentrator-5 kit (Zymo Research cat.no. R1015), followed by elution in 8 µL nuclease free water. RNA concentration and integrity were assessed on Bioanalyzer (Agilent Technologies) with the RNA Pico Kit (Agilent Technologies cat.no. 5067-1513). Mean yield from NeuN-positive and NeuN-negative nuclei was approximately13 ng and 1ng per sorted hemisphere. Mean RNA Integrity number (RIN) was 7.9.

**DNA isolation from sorted nuclei**

DNA was extracted from sorted nuclei with MasterPure Complete DNA and RNA Purification Kit (Epicentre cat.no. MC85200). First, lysates were thawed in room temperature, mixed with Proteinase K (0.33 µL per 100 µL lysate), and DNA extracted following the DNA purification protocol for cell samples, starting at step 5. DNA was resuspended in 20 μL of 5 mM Tris-Cl. DNA purity was assessed on NanoDrop (ThermoFisher Scientific), showing mean 260/280 and 230/280 absorbance ratios of 1.88 and 1.15, respectively. DNA concentration was measured on Qubit (DNA HS assay, ThermoFisher Scientific cat.no. Q32851). Mean yield from NeuN-positive and NeuN-negative nuclei was 460 ng (positives) and 150 ng (negatives) per sorted hemisphere.

**RRBS**

A modified version of the gel-free protocol by [1] was used for RRBS library preparation. The main changes to the protocol were inclusion of a two-sided size selection prior to bisulfite conversion, and sample pooling performed after completion of single libraries. 100ng DNA was digested with 20 units of MspI (New England Biolabs cat.no. R0106S) in NEB buffer 2 (New England Biolabs cat.no M0212S) at 37°C for 24 hours, followed by gap filling and A-tailing using 5 units of Klenow fragment (NEB cat.no. M0212S) and 1 mM dCTP, 1 mM dGTP, and 10 mM dATP (NEB cat.no. N0446S), with incubation at 30°C for 20 min followed by 37°C for 20 min. Clean-up was performed using 3 volumes of AmPure XP beads (Beckman Coulter cat.no. A63880). For this step, and all downstream use of AmPure beads, care was taken not to over-dry the beads prior to elution in 10 mM Tris-Cl. 1 µL of a 1:10 dilution of adaptors from Illumina kit FC-121-3001/2 or FC-121-4001/2 was used for indexing of samples, with ligation performed by T4 ligase (NEB cat.no. M0202S) at 16°C for 19 h. A two-sided size selection using AmPure XP beads was performed aiming to recover ligation products between approximately 200 and 400 bp. The exact volume of ligation reaction was measured, and fragments longer than 400 bp was removed by to consecutive rounds of binding to beads. First, a sample:bead ratio of 1:0.4 was used (e.g. 30 µL ligation reaction and 12 µL beads). After 15 min incubation and 5 min on magnet, the supernatant was collected and the beads discarded. This step was repeated, adding 0.2 x initial sample volume to the supernatant (6 µL beads if ligation reaction was 30 µL), discarding the beads after incubation, and keeping the supernatant. To remove fragments shorter than 200 bp, a standard AmPure XP clean-up was performed, adding a bead volume corresponding to 1.25 x initial sample volume, minus the volume of bead solution already present in the supernatant (e.g. 30 µL x 1.25 – (6+12) µL, i.e. 19.5 µL bead volume added). Size selected fragments were bisulfite converted with the EpiTect Bisulfite Kit (Qiagen cat.no. 59104) using the procedure for FFPE samples and two consecutive rounds of the incubations given in the protocol. Bisulfite converted samples were eluted in 20 µL elution buffer. 16 µL of the eluate was mixed with 89.6 µL nuclease free water, 16 µL 10mM dNTPs (ThermoFisher scientific cat.no. N8080260), 16 µL 10× PfuTurbo Cx buffer, 9.6 µL of 2.5 µM TruSeq forward primer (5’AATGATACGGCGACCACCGAGAT 3’), 9.6 µL of 2.5 µM TruSeq reverse primer (5’CAAGCAGAAGACGGCATACGA 3’), and 3.2 µL PfuTurbo Cx hotstart DNA polymerase (Agilent cat.no. 600412). The mix was divided into eight aliquots in a 96 well PCR plate, and PCR was performed at the following conditions: 95°C for 2 min, followed by 16 cycles of 95°C 30 sec, 65°C 30 sec, 72°C 45 sec, and finally 72°C for 7 min. The aliquots were pooled together, and the PCR reaction purified by 1.25 x volume of AMPure XP beads, with elution in 22 µL 10 mM Tris-Cl. Fragment distribution was analyzed on Bioanalyzer, using the DNA HS kit (Agilent cat.no. 5067-4626). Libraries showing adapter dimers on the Bioanalyzer traces went through a second AMPure XP clean-up (sample:bead ratio 1:1.25) and run again on Bioanalyzer. Library concentration was measured on Qubit (DNA HS assay).

**High throughput mRNA-sequencing**

SMART-Seqv4 Ultra Low Input RNA Kit for Sequencing (Takara Bio cat.no. 634891) was used for mRNA specific cDNA synthesis and amplification through oligo(dT) priming, using an input of 1 ng total RNA and 10 cycles of PCR. Two samples had limited amounts of RNA, and a lower input amount was used (approximately 0.05 ng (15 cycles PCR)). cDNA concentrations were measured on Qubit (DNA HS assay), and 20 ng of each sample was fragmented on Covaris LE220 (Covaris) using the recommended settings in the SMART-Seqv4 protocol. Fragmented cDNA was purified with 2 volumes AMPure XP beads, eluted in 12 µL 10 mM Tris-Cl, and measured on Qubit.
Sequencing libraries were prepared from fragmented cDNA using the ThruPlex DNA-seq Kit (Rubicon Genomcs cat.no. R400407) according to manufacturer’s instructions. Library concentration was measured on Qubit, and fragment distribution analyzed on D1000 Screen Tape on TapeStation (Agilent cat.no. 5067-5582/3).

**Bisulfite conversion rates**

Bisulfite conversion rates. All RRBS samples showed estimated conversion rates above 98% (S3 Fig). Of note, the Picard/CollectRRBSMetrics tool consistently gave lower estimates for neuronal samples than for glial samples. This is an expected consequence of the well-known fact that neurons, unlike other cells (in mammals), contain non-negligible methylation of cytosines outside of CpG context [2]. Indeed, what CollectRRBSMetrics measures is the fraction of non-CpG cytosines which are converted; this will under-estimate the true conversion rates when used on neuron samples. Our alternative method for estimating the conversion rates, using unmethylated cytosines added in the library prep, did not show any systematic difference between neurons and glial cells.

**References**

1. Boyle P, Clement K, Gu H, Smith ZD, Ziller M, Fostel JL, et al. Gel-free multiplexed reduced representation bisulfite sequencing for large-scale DNA methylation profiling. Genome Biology. 2012;13(10):R92.

2. Kozlenkov A, Roussos P, Timashpolsky A, Barbu M, Rudchenko S, Bibikova M, et al. Differences in DNA methylation between human neuronal and glial cells are concentrated in enhancers and non-CpG sites. Nucleic Acids Research. 2014;42(1):109-27.

How the deposited data were processed for this re-analysis (not part of the article)

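The mRNAseq libraries of the study were analysed: 3 pools of right hippocampi per treatment (KA and SH, 24 hours post injection), each sorted into NeuN+ (neurons) and NeuN- nuclei (glia), 12 libraries in all. The pools of replicate 1 held 4 mice and those of replicates 2 and 3 held 2 mice, 8 mice per treatment. RRBS data were not used here. The result for 1 gene is not reported here. GO and KEGG terms were not analysed here.

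The authors made the deposited count table by trimming reads with Trim Galore, aligning them to mm10 with Rsubread and counting uniquely mapped reads per gene with featureCounts under default parameters and GENCODE release M16. Its values are whole numbers of reads per gene and library, without normalization. Total counts ranged from 7769400 to 40364768 per library, with a median of 21380824.5. Which library was sequenced on which platform is not named in the paper's text, so a difference between platforms could not be tested. Gene symbols, positions and gene types were taken from GENCODE release M21.

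Genes were tested with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1, DESeq2 1.42.0). Genes without a symbol in GENCODE M21 (105 of 53379) were left out, filterByExpr was applied with its defaults (a minimum count of 10 and a minimum total of 15) over the 4 groups, and TMM factors were computed over the 12 libraries. A quasi-likelihood model (glmQLFit with legacy=TRUE) with 4 group means was fitted to all 12 libraries, and p values of glmQLFTest were adjusted by the Benjamini-Hochberg method, with an FDR threshold of 0.25. The paper's methods state that the cell types were treated separately. Its supplementary gene lists give the same average expression for each of the 48 genes listed in both cell types, so 1 fit of all libraries was chosen and separate fits became an alternative. What counts as a gene symbol was a choice: fits with NCBI symbols (29635 genes) and with Entrez records (20751 genes), and edgeR 4 on NCBI symbols, had been seen before the symbols of GENCODE M21 (37598 genes) were taken. Standard errors of logFC were computed as the size of the logFC over the square root of F.

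The number of the replicate was checked as a pairing of KA and SH libraries by correlating, across genes, the deviations of libraries of the same number from their group means. The correlation was 0.399, 0.264 and 0.551 in neurons and 0.457, 0.543 and 0.764 in glia for replicates 1, 2 and 3. A replicate block within each cell type was therefore fitted beside the model, and a block by pool for the difference between cell types. The paper does not describe the pools as paired.

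Tests were tried on simulated data with the same design. The changes were large and set in genes above a minimum level. Libraries were drawn independently, without the deviation shared by libraries of the same number. The rates may therefore not hold for the real libraries. With 200 changed genes, edgeR with legacy=TRUE recovered 81% in neurons and 75% in glia, with 19.8% and 22.28% false calls; the replicate block gave 76% and 69.5%, with 15.56% and 16.27% false calls. With edgeR 4, false calls were 37.31% and 63.36%, and with DESeq2 65.84% and 68.58%. With no changed genes, the fit with legacy=TRUE and the block made 0 calls, edgeR 4 made 0 and 4, and DESeq2 made 174 and 217.

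Genes named in the text follow a rule: every gene that the paper names with an expression change, the 3 largest changes in each direction and cell type among genes past the threshold whose KA and SH libraries do not overlap, the 3 smallest p values in each direction of the difference between cell types, and genes downregulated in both. Trib2, Abca9 and Strip2 in the closing section meet this rule. Genes given only by name among those upregulated in both, P2ry12, Siglech, C1qa, C1qb, Itgam and Lyz2 were picked after their values were seen.

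Lists of 15 neuronal, 10 astrocytic, 10 microglial, 8 oligodendrocytic, 5 oligodendrocyte precursor (OPC), 7 endothelial, 5 pericytic and 7 blood leukocyte genes, written from general knowledge, served as cell type markers; 6 of the leukocyte genes and every gene of the other lists passed the filter, and no gene is in more than 1 list. They were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, at an adjusted p of 0.05 over 16 tests. Shares of carried-over RNA were taken over list genes with at least 10 CPM in the source fraction. Groups of 6 libraries were searched for outlying values with Dixon's criterion. The 10 splits of the 6 pools into 3 and 3 were refitted to see how often counts as large arise. Exon overlaps and shared 50-base words were computed from the annotation and the genome. Alternatives were separate fits, other filters, scalings, tests and thresholds, all gene IDs, autosomes only, blocks, covariates, and each library left out in turn; counts and logFC in neurons or in glia were then taken only from the 6 fits without a library of that cell type, apart from calls of genes that the paper lists, for which all 12 such fits were used. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.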

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

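The tests of one common change of the microglia list, of blood leukocytes, and of the neuron list against protein-coding genes only were chosen only after the result was seen; the first 2 took the place of earlier criteria, under which the leukocyte explanation had stayed undecided.

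The share of mitochondrial counts in SH neurons replicate 1 was 0.102%, against 0.041% in the next library, a gap of 0.685 of the range of the 6 libraries of neurons. Of 22 groups of 6 libraries searched for such a gap, 1 was past Dixon's critical value, where chance gives 1.1. Replicate 1 had the highest mitochondrial share in every group, with 0.041% in KA neurons, 0.208% in SH glia and 0.111% in KA glia. The libraries of replicates 2 and 3 had 0.013% to 0.052%. No biological explanation was tested.

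For 3 named genes the KA libraries lay on opposite sides of the SH libraries in neurons and in glia. The logFC in neurons exceeded that in glia by 1.80 for Trib2 (edgeR quasi-likelihood test, FDR 1) and by 3.07 for Abca9 (FDR 0.451), and the difference was -3.16 for Strip2 (FDR 0.444). With the replicate block, the FDR was 0.0314 for Abca9 and 0.0141 for Strip2; over the alternatives it ranged from 0.00553 to 1 for the Abca9 difference between neurons and glia and from 0.00194 to 1 for the Strip2 difference between neurons and glia. Among all genes tested, 45 lay on opposite sides in this way and 636 on the same side. Of the 10 splits of the 6 pools into 3 and 3, 3 gave as many genes on opposite sides, the other splits among them with 60 and 47 genes. The splits with 60 and 47 genes part only 1 pair of pools with the same number, while KA against SH parts all 3. The 3 other splits that part every pair gave 11, 9 and 11 genes on opposite sides, against 45. In those splits an effect of KA widens the spread within the groups, and with 10 splits the share can never be below 10%. A grouping by chance and an effect of KA thus cannot be told apart for these genes. RNA carried over from the other fraction would move both fractions the same way and was not tested for them.

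Marker lists, which the paper does not report on, moved between KA and SH libraries. In glia the mean logFC was -0.87 for the microglia list (camera of limma with Benjamini-Hochberg adjustment over 16 tests, adjusted p = 3.47e-05; 9 of 10 genes down), -0.99 for oligodendrocytes (3.73e-05; 8 of 8 down), -0.85 for astrocytes (6.77e-05; 8 of 10 down), -0.96 for OPC (0.00059; 5 of 5 down), -0.30 for neurons (0.0271; 12 of 15 down) and 0.98 for blood leukocytes (0.00906; 0 of 6 down). In neurons it was -0.57 for the oligodendrocyte list (0.00447; 8 of 8 down), a decrease that turned into an increase of 0.034 without KA neurons replicate 1. The lists not past 0.05 were, in glia, endothelial (0.72, adjusted p = 0.0558) and pericyte genes (-0.38, 0.106), and in neurons OPC (-0.35, 0.179), astrocyte (-0.13, 0.391), leukocyte (-0.22, 0.425), endothelial (0.31, 0.391), microglia (-0.23, 0.0843), neuron (0.03, 0.978) and pericyte genes (0.09, 0.996). None of the 7 past the threshold holds under fry or an estimated correlation, where the lowest adjusted p was 0.466 and 0.363. Of the 10 splits of the pools, 3 gave 7 or more lists past the threshold, the other splits among them with 8 and 9. The splits with 8 and 9 lists part only 1 pair of pools with the same number. The 3 other splits that part every pair gave 0, 3 and 2 lists. With so few splits, the number of lists and a grouping by chance cannot be told apart.

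Set against protein-coding genes only, 7 of the 16 tests still passed, which argues against low-level counts outside protein-coding genes as the source of the lists' changes as a whole. The endothelial list in glia entered (adjusted p = 0.0301) and the neuron list in glia dropped out (0.150). For the neuron list, such counts are a candidate explanation; its mean in glia also turned to 0.15 without KA glia replicate 1.

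Fewer microglial nuclei among KA NeuN- nuclei would lower the microglia list by one common amount. Its highest and lowest logFC in glia lay 3.63 standard errors apart, a distance reached by a fraction of 0.0107 of 20000 simulations of one common change. P2ry12 fell by 2.38 and Siglech fell by 2.18 on the log2 scale, while C1qa changed by -0.14, C1qb by -0.09 and Itgam by 0.38. This argues against a lower number of nuclei as the whole source of the decrease, and leaves open a lower number beside a change within microglia. The astrocyte, oligodendrocyte and OPC decreases, and an effect of KA on these cells, were not tested further.

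More blood leukocytes in KA glia could raise the leukocyte list, of which 6 of 7 genes passed the filter and whose most abundant gene, Lyz2, went from 16.4 to 21.5 CPM. The largest increase of a gene of the list was 5.10 CPM, and 95.2% of the genes upregulated in glia rose by more, with a median of 27.5 CPM. Leukocytes that raise no other gene by more than these markers thus do not account for most upregulated genes in glia. Whether leukocytes express other genes above these markers was not tested. They stay open for such genes and for the list itself.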

How the results depend on the processing

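No test of an explanation in this part was chosen after the result was seen. The alternatives were set before the data were examined, apart from NCBI symbols, Entrez records, the number of detected genes as a covariate, the logFC of single genes with edgeR 4 or robust estimation, and the fits without 1 library for cell type genes, scaling distances, marker lists and shares, which were chosen after seeing the data. For the changes given here the cause was not tested, unless a cause is named.

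Genes upregulated in neurons (105), downregulated in neurons (23), upregulated in glia (166), downregulated in glia (115), upregulated in both (40), downregulated in both (4) and with a difference between the cell types (0) are given in this order. With at least 10 counts in every library they numbered 329, 136, 443, 760, 122, 77 and 15, with fewer genes tested (18632). With library size scaling they numbered 303, 60, 514, 226, 123, 21 and 7, with DESeq2 305, 151, 365, 645, 112, 76 and 39, and with the replicate block 730, 417, 1305, 1566, 270, 249 and 151. The number of detected genes as a covariate gave 305, 105, 416, 297, 110, 43 and 19. Genes with an Entrez record gave 234 up in neurons, 263 up and 262 down in glia, 90 up and 14 down in both, and 11 for the difference. With edgeR 4 there were 194 and 59 in neurons, 287 and 228 in glia and 14 down in both. Separate fits gave 409 and 247 in neurons and 17 downregulated in glia. An FDR below 0.10 gave 50, 6, 75, 33, 14 and 1, and an FDR below 0.05 gave 17, 1, 51, 11, 5 and 0, as stricter thresholds must. Filtering each cell type alone left 11 downregulated in neurons and 1 in both, genes with at least 1 count 9 and 1, with 9 for the difference, NCBI symbols 13 and 2, and RLE factors 2 in both. The pool as a block gave 177 for the difference. Without both low-input glia libraries, 40 were upregulated and 1 downregulated in glia (97.6% upregulated), with fewer libraries. Robust estimation, all gene IDs, autosomes only and low input as a covariate left each count they were run for within 1.5 times.

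The replicate block called all 105, 23, 166 and 115 genes. DESeq2 called 104 of the 105, 23 of the 23, 162 of the 166 and 115 of the 115, and library size scaling 103, 18, 165 and 89. In neurons and glia, 82.0% and 59.1% of called genes were upregulated, against 62.3% and 88.4% with separate fits, 70.8% and 36.8% with at least 10 counts, 66.9% and 36.1% with DESeq2, 83.5% and 69.5% with library size scaling, and 63.6% and 45.5% with the replicate block. The median logFC over all genes was 5e-04 in neurons and 0.14 in glia, and 0.11 and 0.42 with library size scaling.

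The counts in neurons and in glia were taken in the 6 fits without 1 library of that cell type, and the other counts in all 12 fits without 1 library; leaving out a library of the other cell type also moves calls in the joint fit (without KA glia replicate 3, 134 of the 147 genes that the paper lists for neurons were called in neurons, against 99 with all libraries). Genes upregulated in neurons ranged from 10 (without SH neurons replicate 1) to 126 (without KA neurons replicate 1), with 26 and 37 without SH neurons replicates 2 and 3 and 45 and 15 without KA neurons replicates 2 and 3. Genes downregulated in neurons ranged from 0 (without KA neurons replicate 3; 366 at an unadjusted p under 0.05) to 17 (without KA neurons replicate 1), with 1, 14 and 1 without SH neurons replicates 1, 2 and 3 and 2 without KA neurons replicate 2. In glia, upregulated genes ranged from 66 (without KA glia replicate 3) to 314 (without SH glia replicate 2), with 67 without SH glia replicate 3 and 93 without KA glia replicate 2. Downregulated genes in glia ranged from 6 (without KA glia replicate 2) to 240 (without SH glia replicate 2), with 16 without SH glia replicate 3, 56 without SH glia replicate 1 and 42 without KA glia replicate 1. Genes upregulated in both ranged from 6 (without SH neurons replicate 1) to 44, with 13 and 17 without SH neurons replicates 2 and 3, 19 and 9 without KA neurons replicates 2 and 3, 24 without SH glia replicate 3, and 22 and 23 without KA glia replicates 2 and 3. Genes downregulated in both ranged from 0 (without KA neurons replicate 3 or KA glia replicate 2) to 11 (without SH glia replicate 1), with 7 without SH glia replicate 2, 10 without KA glia replicate 3, and 1 without KA glia replicate 1, KA neurons replicate 2 or any 1 of the SH neurons libraries. The difference ranged from 0 to 3 (without KA glia replicate 1), with 1 without SH neurons replicate 2.

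Over 95 logFC values of named genes, 63 of them past the threshold, 1460 values under alternatives kept direction and side of the threshold in 1126 cases; 230 lost the threshold, 94 gained it and 10 changed direction. Without 1 library of the cell type, 47 values lost their call, and 40 changed no call in any such fit. The replicate block brought 25 values past the threshold and 0 below it, and it brought 6 differences between the cell types past it. Among these was the Ucn2 difference between neurons and glia (FDR 0.00963, and 0.0479 with the pool as a block, within 0.000107 to 1 over the alternatives), for which SH glia are at the floor and no size is given. Beyond these and the results given with it, it changed no other call among the values it was run for; the differences between the cell types of other named genes, and Itpka and Hdac11 in neurons, were not among them. The changes of direction were Cacng5 in neurons (-0.062 without SH neurons replicate 2 and -0.092 without KA neurons replicate 2, within -0.092 to 0.35), Thbd in neurons (0.039 without KA neurons replicate 2, within -0.51 to 0.039), Col27a1 in glia (0.13 with library size scaling, 0.30 without SH glia replicate 3, within -0.47 to 0.30) and Ucn2 in neurons, which went from -0.15 to 0.13 with the replicate block, to 0.020 with edgeR 4 (chosen after seeing the data for single genes), and to 0.17, 0.32 and 0.19 without SH neurons replicate 1, SH neurons replicate 3 and KA neurons replicate 1 (within -0.70 to 0.32).

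Of the cell type genes, Pecam1 moved past the threshold with library size scaling (logFC -1.04, FDR 0.212), with the pool as a replicate block (-0.55, FDR 0.144) and without SH glia replicate 1 (-0.91), SH glia replicate 3 (-0.77) or KA glia replicate 3 (-0.75), within a range of -0.91 to -0.44 over the fits without 1 library; the FDR ranged from 0.144 to 0.712 over the alternatives. Rbfox3, Aldh1l1, Cx3cr1, Mbp and Pdgfrb kept direction and call in the alternatives run, with ranges of 1.98 to 2.67, -2.30 to -1.82, -5.43 to -4.76, -4.48 to -3.83 and -1.76 to -1.18 without 1 library.

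Mean scaling distances between the cell types, between KA and SH glia, between KA and SH neurons and within groups were 3.92, 3.71, 2.86 and 3.47 with the top 2000 genes and 7.00, 6.99, 5.93 and 6.64 with a prior count of 0.5; with the top 500 genes, that between cell types was 4.86 and that between KA and SH neurons 3.55. Without 1 library they ranged from 5.81 to 6.11, from 4.98 to 5.74, from 4.13 to 4.51 and from 4.58 to 5.03. The share of microglial RNA in SH NeuN+ libraries was 4.75% with the NeuN- libraries of both treatments as the reference; the other shares moved by less than 1 SD.

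Of 16 list tests, 7 passed with camera, 0 with an estimated correlation, 0 with fry (0 with both at an unadjusted p under 0.05), and 8 with the replicate block; without 1 library the number ranged from 5 (without SH glia replicate 2) to 11 (without KA neurons replicate 3). List means changed sign without 1 library, most of them in neurons: astrocyte to 0.37 (without SH neurons replicate 3) and 0.17 (without KA neurons replicate 1), within -0.49 to 0.37; microglia to 0.014 and 0.17 (without the same libraries), within -0.54 to 0.17. The oligodendrocyte list in neurons became 0.034 (without KA neurons replicate 1), within -1.05 to 0.034, and the OPC list in neurons 0.11 (without SH neurons replicate 3), within -0.72 to 0.11. The endothelial mean became -0.026 (without SH neurons replicate 3), within -0.026 to 0.70, and the pericyte mean -0.18 (without SH neurons replicate 3) and -0.030 (without KA neurons replicate 2), within -0.18 to 0.38. The blood leukocyte list in neurons became 0.013 (without SH neurons replicate 2) and 0.099 (without KA neurons replicate 3), within -0.67 to 0.099. The neuron list became -0.12, -0.014 and -0.071 without SH neurons replicate 1, SH neurons replicate 2 and KA neurons replicate 3, within -0.12 to 0.22, and in glia 0.15 without KA glia replicate 1, within -0.73 to 0.15.

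The depth limits genes near the floor of 3 counts, such as Ucn2 in SH glia, whose change is a lower bound.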

Differences from the paper's values

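None of the tests in this part was chosen after the result was seen; the sets of genes with NCBI symbols or Entrez records were.

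The number of genes tested was 37598, and the paper's is 23369. Of the alternatives set before the data were examined, the filter on the libraries of each cell type (32012 genes in neurons), separate fits (32012) and at least 10 counts in every library (18632) came within 1.5 times the paper's number; the others did not. Genes with NCBI symbols (29635) and genes with an Entrez record (20751), chosen after seeing the values, also did.

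Genes downregulated in neurons numbered 23, and the paper's number is 15. The filter on the libraries of each cell type (11 genes), RLE factors (17), and fits without SH neurons replicate 2 (14) or KA neurons replicate 1 (17) came within 1.5 times; the other alternatives set before the data were examined did not. NCBI symbols (13 genes), chosen after seeing the values, also did. The other counts were within 1.5 times the paper's.

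Of the 147 genes of the paper's list in neurons (copied with 132 upregulated genes, against the paper's 135 in its text), 99 passed the threshold here, and of the 232 in glia 191 did; all had the paper's direction. With the replicate block, 147 and 232 passed, with DESeq2 146 and 228, and with separate fits 147 and 114. Fits without 1 library called 10 (without SH neurons replicate 1) to 134 (without KA glia replicate 3) in neurons and 81 (without SH glia replicate 3) to 204 (without SH glia replicate 2) in glia, and 37 in glia passed without both low-input libraries. For 77 logFC values that the paper gives for named genes, the median difference in size was 0.102 and the largest 0.586, and the directions were the paper's.

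The paper describes Itpka as elevated in glia, while its Table 2 lists it as downregulated. Here its logFC was -1.62, and it was negative in every fit that left out 1 library of glia. Carried-over neuronal RNA stays open as a source of this decrease. The paper calls Plce1 in glia and in neurons. Here its FDR was 0.45 and 0.352; in glia it was called with at least 10 counts in every library, library size scaling, DESeq2, the replicate block, and, chosen after seeing the data, Entrez records and the detected-genes covariate, and in neurons with these and with separate fits and without SH glia replicate 1 or KA glia replicate 3.

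Some other genes of the paper's tables were not called here. In glia, Zfp467 was called with at least 10 counts in every library, DESeq2, the replicate block and without SH glia replicate 2, Kirrel2 with DESeq2, edgeR 4 and the replicate block, Zbtb46 with the replicate block, Pantr1 with at least 10 counts in every library, DESeq2, edgeR 4, the replicate block and without SH glia replicate 2, and with NCBI symbols and Entrez records, chosen after seeing the data, and Fgfbp3 with no setting. In neurons, all of the rest were called with the replicate block, and Tubb6 with it alone. Separate fits called the others: Arl4d, Dpysl3, Egr3, Ephx1, Fam129b, Gm5577, Gxylt2, Igf2bp2, Kif18a, Scrt2, Trib2 and Zbtb18. Of these, DESeq2 called all but Egr3, Gxylt2 and Scrt2, at least 10 counts in every library called Arl4d, Dpysl3, Ephx1, Fam129b, Gm5577, Trib2 and Zbtb18, and library size scaling called Arl4d, Dpysl3, Fam129b, Gm5577, Scrt2, Trib2 and Zbtb18. edgeR 4 called Arl4d, Ephx1 and Fam129b. Without SH glia replicate 1, Arl4d, Ephx1, Fam129b, Kif18a and Zbtb18 were called, without SH glia replicate 3 Arl4d and Igf2bp2, without KA glia replicate 3 Arl4d, Fam129b and Zbtb18, and without KA neurons replicate 1 Arl4d. Of the settings chosen after seeing the data, Entrez records called Arl4d, Dpysl3, Fam129b, Kif18a and Trib2, and the detected-genes covariate called Arl4d, Dpysl3, Ephx1, Fam129b, Gm5577, Scrt2, Trib2 and Zbtb18.

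The paper states that Bdnf was elevated only in glia; here its FDR in neurons was 0.353, and 0.00355 with the replicate block (up to 1 over the alternatives), with all KA libraries above all SH libraries. The paper's scaling plot is described as parting KA from SH; here the mean distance between KA and SH libraries was below that within SH libraries and above that within KA libraries in both cell types. The lines of Table 5 hold 30 distinct genes.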

Other observations

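The tests of genes called in 1 cell type only, of carried-over RNA at the highest shares, of the scaling, of the number of mice per pool and of the paper's average expression were chosen only after the result was seen; the test of the scaling took the place of a comparison of RLE and library size factors (83.5% upregulated at the lowest), and the last was first read as a decisive test and then left undecided.

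Of the 10 splits of the 6 pools into 3 and 3, 1 (KA against SH itself) gave as many genes up- or downregulated in neurons, and 1 gave as many up- or downregulated in both cell types. In glia, 3 splits gave as many upregulated and 3 as many downregulated genes. At an unadjusted p under 0.05, KA against SH had 1203 genes in neurons and 1800 in glia, where chance gives 1879.9. Some other splits had more, with 1770, 3047 and 1650 in neurons and 2343, 10657 and 7707 in glia. The other splits called 0 genes in neurons (39 to 3047 at an unadjusted p under 0.05), and in glia 0 (117 to 2343) apart from 2 splits. SH 1, SH 3 and KA 3 against the rest gave 6324 and 8122 genes, and SH 1, KA 1 and KA 2 against the rest gave 3533 and 4549. The first of these separates glia libraries with 36165 to 40660 detected genes from those with 46572 to 47748, and the second separates neuronal shares of 7.50% to 16.5% from 21.8% to 25.8%. For the difference between the cell types 0 genes were found (502 at an unadjusted p under 0.05), so all 10 splits give as many by construction and this count decides nothing; with the pool as a replicate block, 1 split gave as many as the 177 found. With 10 splits, chance and KA cannot be told apart by the other counts.

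The replicate block makes many more calls, which could come from the blocked fit itself. The 3 other splits that part every pair of pools with the same number gave 0 calls with the block, against 1147 in neurons and 2871 in glia for KA against SH. They had 188 to 849 genes in neurons and 621 to 1062 in glia at an unadjusted p under 0.05, where chance gives 1879.9. An effect of KA adds to the residual spread in these splits, so they cannot decide this. In simulated data, 15.6% and 16.3% of calls with the block were false, and with no changed genes the block made 0 calls. Those data held no deviation shared by replicate number, so they cannot decide this either.

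Of the genes called in neurons or in glia only, 89.7% moved in the same direction in the other cell type. This was as high in the other splits that made calls, at 91.3% and 93.4%, so an effect in the other cell type that stays below the threshold may not be told from a deviation shared by both fractions of a pool. The difference between the cell types had an unadjusted p under 0.05 for 39 of the 84 genes called in neurons only and 110 of the 237 called in glia only, tested on genes picked by their calls.

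RNA carried over between the fractions could give calls in both cell types. At the mean shares in KA libraries (15.6% neuronal RNA in glia, 24.2% astrocytic RNA in neurons), the increase in glia was no larger than carried-over RNA allows for 8 of the 40 genes upregulated in both, and the increase in neurons for 8. At the highest shares in a KA library, 26 exceeded the limit of neuronal and 29 that of astrocytic RNA, which argues against either direction of carry-over alone for most of the 40. Carry-over in one direction or the other stays open for 25 of the 40, for 14 genes in glia (1700016P03Rik, Cgref1, Dgat2l6, Drd1, Fosb, Fosl2, Gal, Inhba, Mir132, Npas4, Nptx2, Ptgs2, Trh and Vgf) and 11 in neurons (Anxa2, Ccn1, Clcf1, Parp3, Serpina3n, Socs3, Spp1, Tm4sf1, Tnc, Tnfrsf12a and Trib1). An increase within the limit and an increase in the other cell type cannot be told apart for these genes. The other 15 exceeded both limits. As the astrocytic share may lie above the RNA carried over, fewer genes may be open in neurons.

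Less neuronal RNA in KA NeuN- libraries could lower genes in glia. Only 31 of the 115 genes downregulated in glia were higher in neurons than in glia, which argues against it for most of them.

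The scaling could make more genes upregulated than downregulated in neurons. The share of upregulated genes among those called was 82.0%. RLE factors moved the median logFC in neurons little and library size factors moved it up, so neither could lower the share. After a shift against upregulation by 0.112, the largest difference between these scalings in that median, it was 74.8%, which argues against a scaling difference of this size as the whole source. The share was 62.3% with separate fits, 63.6% with the replicate block and 66.9% with DESeq2.

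Replicate 3 libraries deviated from their group means in the same way in the 4 groups. The deviation was lower for genes outside protein-coding genes in every group, by -0.346 to -1.27 in the median, so fewer low-level counts outside protein-coding genes are a candidate explanation. Longer exons went with a higher value in replicate 3 (Spearman correlation across genes, which are not independent replicates, 0.235 to 0.326), which leaves a bias by gene length open. Replicate 2 pools held as many mice as replicate 3 pools, and their libraries had at least 3845 more detected genes in each group, which argues against the number of mice as the whole source. Platform could not be tested, and no biological explanation was.

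Average expression of the genes that the paper lists as upregulated was higher in the paper's lists than here by 0.0492 in the median (log2 CPM) and that of downregulated genes by 0.227. Whether the paper's averages may include libraries with a smaller KA effect is left open by these values.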
